# *Trans*-chalcone activity against *Trichophyton rubrum* relies on an interplay between signaling pathways related to cell wall integrity and fatty acid metabolism

**DOI:** 10.1186/s12864-019-5792-0

**Published:** 2019-05-22

**Authors:** Tamires Aparecida Bitencourt, Claudia Macedo, Matheus Eloy Franco, Marina Campos Rocha, Igor Sawasaki Moreli, Bruna Aline Micheloto Cantelli, Pablo Rodrigo Sanches, Rene Oliveira Beleboni, Iran Malavazi, Geraldo Aleixo Passos, Mozart Marins, Ana Lúcia Fachin

**Keywords:** Chalcone, CWI, Elastin, Keratin, Dermatophyte, Transcriptional profile

## Abstract

**Background:**

*Trichophyton rubrum* is the main etiological agent of skin and nail infections worldwide. Because of its keratinolytic activity and anthropophilic nature, infection models based on the addition of protein substrates have been employed to assess transcriptional profiles and to elucidate aspects related to host-pathogen interactions. Chalcones are widespread compounds with pronounced activity against dermatophytes. The toxicity of *trans*-chalcone towards *T. rubrum* is not fully understood but seems to rely on diverse cellular targets. Within this context, a better understanding of the mode of action of *trans*-chalcone may help identify new strategies of antifungal therapy and reveal new chemotherapeutic targets. This work aimed to assess the transcriptional profile of *T. rubrum* grown on different protein sources (keratin or elastin) to mimic natural infection sites and exposed to *trans*-chalcone in order to elucidate the mechanisms underlying the antifungal activity of *trans-*chalcone.

**Results:**

Overall, the use of different protein sources caused only slight differences in the transcriptional profile of *T. rubrum*. The main differences were the modulation of proteases and lipases in gene categories when *T. rubrum* was grown on keratin and elastin, respectively. In addition, some genes encoding heat shock proteins were up-regulated during the growth of *T. rubrum* on keratin. The transcriptional profile of *T. rubrum* exposed to *trans*-chalcone included four main categories: fatty acid and lipid metabolism, overall stress response, cell wall integrity pathway, and alternative energy metabolism. Consistently, *T. rubrum* Mapk was strongly activated during the first hours of *trans*-chalcone exposure. Noteworthy, *trans-*chalcone inhibited genes involved in keratin degradation. The results also showed effects of *trans*-chalcone on fatty acid synthesis and metabolic pathways involved in acetyl-CoA supply.

**Conclusion:**

Our results suggest that the mode of action of *trans*-chalcone is related to pronounced changes in fungal metabolism, including an imbalance between fatty acid synthesis and degradation that interferes with cell membrane and cell wall integrity. In addition, this compound exerts activity against important virulence factors. Taken together, *trans*-chalcone acts on targets related to dermatophyte physiology and the infection process.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5792-0) contains supplementary material, which is available to authorized users.

## Background

Dermatophytes are a group of filamentous fungi that cause cutaneous infections in humans (anthropophilic) and animals (zoophilic). *Trichophyton rubrum* is the most common etiological agent of clinical cases of human dermatophytoses worldwide [1]. The infection generally involves the skin and is restricted to the cornified layers such as nails, stratum corneum, and hair. Although not lethal, dermatophytoses can compromise the quality of life of the affected individual [2].

Because of their keratinolytic and keratinophilic activity, a myriad of endo- and exoproteases have been proposed as the major virulence factors of dermatophytes. Within this context, acid and alkaline proteases are fundamental for nutrient uptake from the insoluble cornified substrates. These proteases are regulated by the simultaneous co-expression of pH signaling genes and regulatory heat shock proteins [3]. Seven dermatophytes genomes have been sequenced [4, 5], which will provide the basis for a better understanding of their pathophysiological mechanisms. Additionally, in vitro and ex vivo models that mimic host-fungal interactions have been employed in order to identify new molecular targets [6].

There is current interest in identifying new molecular targets for antifungal development since most commercially available compounds target the ergosterol biosynthetic pathway and/or cell membrane [7]. In this respect, attention has been drawn to chalcones because of their multiple fungal targets such as enzymes involved in cell wall synthesis concomitant with the inhibition of fatty acid synthesis and reduction of ergosterol content [8]. A co-culture assay of *T. rubrum* conidia with keratinocytes exposed to *trans*-chalcone demonstrated the down-regulation of known virulence factors and genes of the ergosterol pathway [9]. For these reasons, chalcones are attractive molecules with multiple fungal targets. The understanding of the mode of action of chalcones may help identify new strategies of antifungal therapy and these compounds could be used as a pharmacological probe to investigate promising fungal targets.

This study assessed the transcriptional profile of *T. rubrum* during growth on different protein sources (keratin- or elastin) that mimic the host milieu in order to elucidate the mechanisms involved in the activity of *trans-*chalcone against this dermatophyte. Our results indicated that *trans-*chalcone inhibits important virulence factors such as proteases and lipases and causes impairment in essential metabolic pathways and consequent disturbance of cell wall integrity.

## Results

### Data analysis

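*T. rubrum* mycelia were grown on minimal medium with 50 mM glucose and 70 mM nitrate (MMNG, the control), with 0.5% keratin (MMK) or with 0.25% elastin (MME). Each medium was used with and without 0.24 µg/mL of *trans*-chalcone (TChal). RNA of days 3, 7 and 14 was pooled for each condition, labelled with Cy3 and hybridized to custom Agilent oligonucleotide slides, with 1 colour per array. The labels of the 15 deposited arrays give 3 replicates of MMNG, MMK and MMK+TChal and 2 replicates of MME, MMNG+TChal and MME+TChal. The methods state 2 biological replicates per condition and do not say which arrays these were, so that all 15 arrays were used here. The authors deposited for each spot the signal processed by Agilent's Feature Extraction, an intensity on a linear scale with the background subtracted and with spatial trends removed within the array. Small or negative signals had been replaced by surrogate values, and the intensities had not been normalized between arrays.

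Each array held 43803 spots other than controls for 32157 probes, and each probe stands for 1 expressed sequence tag (EST). None of the 32157 EST identifiers was found in the reference list of 8713 *T. rubrum* genes. The files do not pair the probes with genes, so that probes are counted here where the paper counts genes, and both kinds of count are on different scales. Spots marked as non-uniform or as population outliers were set missing, and the spots of a probe were averaged. The values were then taken to the log2 scale and quantile normalized over the 15 arrays. A probe entered a comparison where it was well above background on every array of at least 1 of the compared groups. Each comparison was fitted with limma on its own arrays, and probes with a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 5 were called. For MME+TChal against MME, Storey's q below 0.05 and a fold change of at least 2 were used, as in the methods.

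The 75th percentile of the processed signal was 97.1 on MMK replicate 3 and between 1249 and 7907 on the other arrays. The share of probes well above background was 52.0% on MMK replicate 3, 71.2% on MMNG replicate 1 and between 78.2% and 93.1% on the other arrays. Pearson's r across probes, which are not independent replicates, was 0.838 and 0.844 between MMK replicate 3 and the other MMK arrays. It was 0.939 and 0.941 between MMNG replicate 1 and the other MMNG arrays, and between 0.980 and 0.998 for every other pair of replicate arrays. The arrays lay on 4 slides, scanned in 3 sessions. Slide 1 held MMNG replicates 1 and 2 and both MMNG+TChal arrays, and slide 2 held MMNG replicate 3 and both MME arrays. MMK and MMK+TChal replicates 1 and 2 lay on slide 3, and replicate 3 of each lay on slide 4 with both MME+TChal arrays. Slides 1 and 3 shared a scan. MME and MME+TChal shared neither slide nor scan, so that the effect of TChal on elastin and that of the slide cannot be told apart. The number of arrays, 2 or 3 per condition, limits the precision of every comparison.

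**Figure D1:**
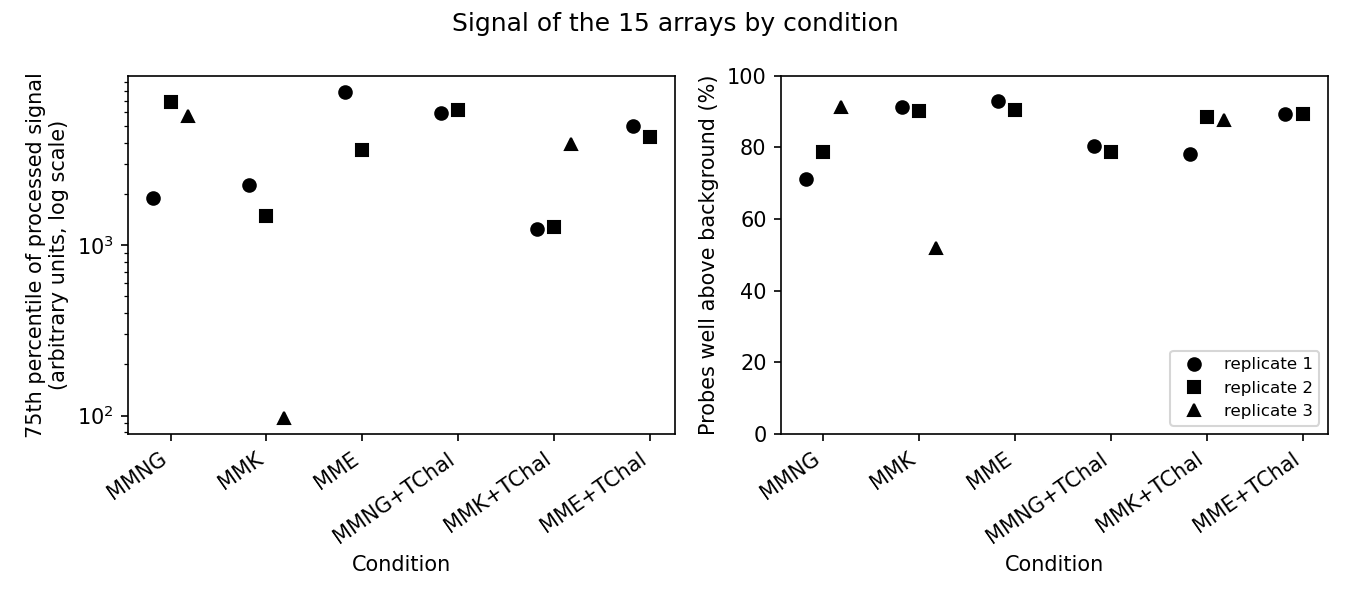
The 75th percentile of the processed signal (left, log axis) and the percentage of probes well above background (right) for each array, by condition, with a symbol for each replicate. MMK replicate 3 lies lowest in both, at 97.1 and 52.0%.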

The gene expression pattern of *T. rubrum* mycelia grown on protein substrates and exposed to *trans*-chalcone was assessed using high-density oligonucleotide microarray slides that cover about 6091 genes [10], corresponding to about 70% of coding genes in the *T. rubrum* genome (http://fungi.ensembl.org/info/website/ftp/index.html). 

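On keratin (MMK against MMNG, n = 3 arrays each), 778 of the 23871 probes entered were called, 390 with higher and 388 with lower transcript levels. On elastin (MME, n = 2, against MMNG, n = 3), 118 of 28935 probes were called, 67 higher and 51 lower. A single fit of all 6 groups raised the keratin count most, to 2328. With the slide as a random block limma called 0 probes on keratin, and 2111 reached the fold change at an unadjusted p below 0.05. A test of both groups without moderation, the unmoderated test, called 283 probes on keratin and 1361 without adjustment. On elastin, where slide 2 held both groups and the block was not random, the slide as a block left 0 calls with limma. Without adjustment 147 probes reached the fold change there, and the unmoderated test gave 0 calls and 199 without adjustment. No slide held both MMK and MMNG arrays. With the scan as a block 1280 probes were called on keratin, and within the scan that held 2 arrays of each group 1273 were called. On elastin, slide 2 held both MME arrays and 1 MMNG array. Only changes are given within it, since the lone MMNG array shows no spread of its group. Of the 117 called probes with a value there, 99 reached the fold change in the same direction. These arrays were also in the main fit. The MMNG arrays differed from each other by a median of 0.31 to 0.58 on the log2 scale, and the MME arrays by 0.10. Within slide 2 the median absolute log2 fold change was 0.33.

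These counts moved with single arrays left out, which also leaves less to test with. The keratin count was 22 without MMNG replicate 1, 34 without MMNG replicate 3, 78 without MMK replicate 1, 81 without MMK replicate 2 and 1108 without MMK replicate 3. Without MMNG replicate 2 limma called 0 probes on keratin, with 1576 at an unadjusted p below 0.05. Of the probes called with all arrays, 746 of the 775 with a value there still reached the fold change in the same direction. The elastin count was 177 without MMNG replicate 1. It was 0 with limma without MMNG replicate 2, MMNG replicate 3, MME replicate 1 or MME replicate 2, with 264, 418, 201 and 218 probes at an unadjusted p below 0.05.

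The files give no gene for the called probes with the largest differences in mean log2 signal, signals near background included. On keratin, EL791989.1 had a log2 signal of 12.48 ± 2.08 (SD, n = 3) in MMK and 3.35 ± 0.63 (SD, n = 3) in MMNG, where it was not well above background on any array. With quantile normalization it was higher in MMK by 9.13 on the log2 scale (SE 1.03, adjusted p = 0.0144, limma). The difference was 7.93 without MMK replicate 3, on which the probe was brightest. Both values rest on MMNG signals near background and are not lower limits. With normexp background correction, which also left out the detrending and added an offset of 50, the difference was 5.55 and the call was lost. The call was also lost without MMNG replicate 1, 2 or 3, with adjusted p of 0.0922, 0.112 and 0.0905 in a range of 2.5e-05 to 0.112 over all alternatives. DW680348.1 fell by 7.23 on the log2 scale (SE 1.49, adjusted p = 0.0492, limma), from 12.91 ± 0.37 to 5.69 ± 3.19, and was not well above background on MMK replicate 3, without which the log2 fold change was -5.39. It was -3.87 with normexp background correction, where the call was lost. Without MMNG replicate 1, 2 or 3 or MMK replicate 1 or 2 its adjusted p was 0.181, 0.216, 0.148, 0.0798 and 0.0861, in a range of 0.000657 to 0.216. On elastin, EL787700.1 rose by 6.78 on the log2 scale (SE 0.69, adjusted p = 0.0364, limma), from 6.75 ± 1.18 to 13.53 ± 0.04. EL784855.1 fell by 5.12 (SE 0.30, adjusted p = 0.0103, limma), from 11.97 ± 0.43 to 6.85 ± 0.11. Both calls on elastin were lost with normexp background correction and without MMNG replicate 2, MMNG replicate 3, MME replicate 1 or MME replicate 2. In the latter 4 cases the adjusted p were 0.125, 0.0808, 0.503 and 0.572 for EL787700.1 (range over all alternatives 0.000495 to 0.572) and 0.104, 0.0763, 0.312 and 0.332 for EL784855.1 (range 2.97e-05 to 0.817).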

A total of 290 genes were modulated on keratin medium compared to minimal medium (control) and 62 genes were modulated on elastin medium compared to control. 

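Of the probes entered, 3.26% were called on keratin and 0.408% on elastin. A fold change of at least 5, whatever its p, was reached by 2582 probes on keratin and 243 on elastin. The median absolute log2 fold change over all probes entered was 0.86 on keratin and 0.43 on elastin. Keratin had 1 array more than elastin, and with 2 MMK arrays fewer probes were called on keratin than on elastin when MMK replicate 1 or 2 was left out, and more when MMK replicate 3 was left out. Without adjustment 3056 and 3037 probes reached the fold change on keratin without MMK replicate 1 or 2, against 224 on elastin with all arrays.

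Among the 23731 probes entered in both comparisons, 61 were called in both, and all 61 changed in the same direction. If calls on keratin and on elastin were independent, 3.59 would be called in both. Both comparisons use the same MMNG arrays, which can raise the number called in both and the share with the same direction. By how much was not measured for changed probes. The number called in both was 12 without MMNG replicate 1, 23 without MMK replicate 1, 26 without MMK replicate 2 and 72 without MMK replicate 3. It was 0 where limma called no probe on at least 1 of both sources, which was the case without MMNG replicate 2, MMNG replicate 3, MME replicate 1 or MME replicate 2. With all arrays, 116 probes reached the fold change in both at an unadjusted p below 0.05, and the unmoderated test gave 105 without adjustment.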

Noteworthy, a fewer genes modulated in elastin condition in comparison to keratin (Fig. 1).

**Fig. 1:**
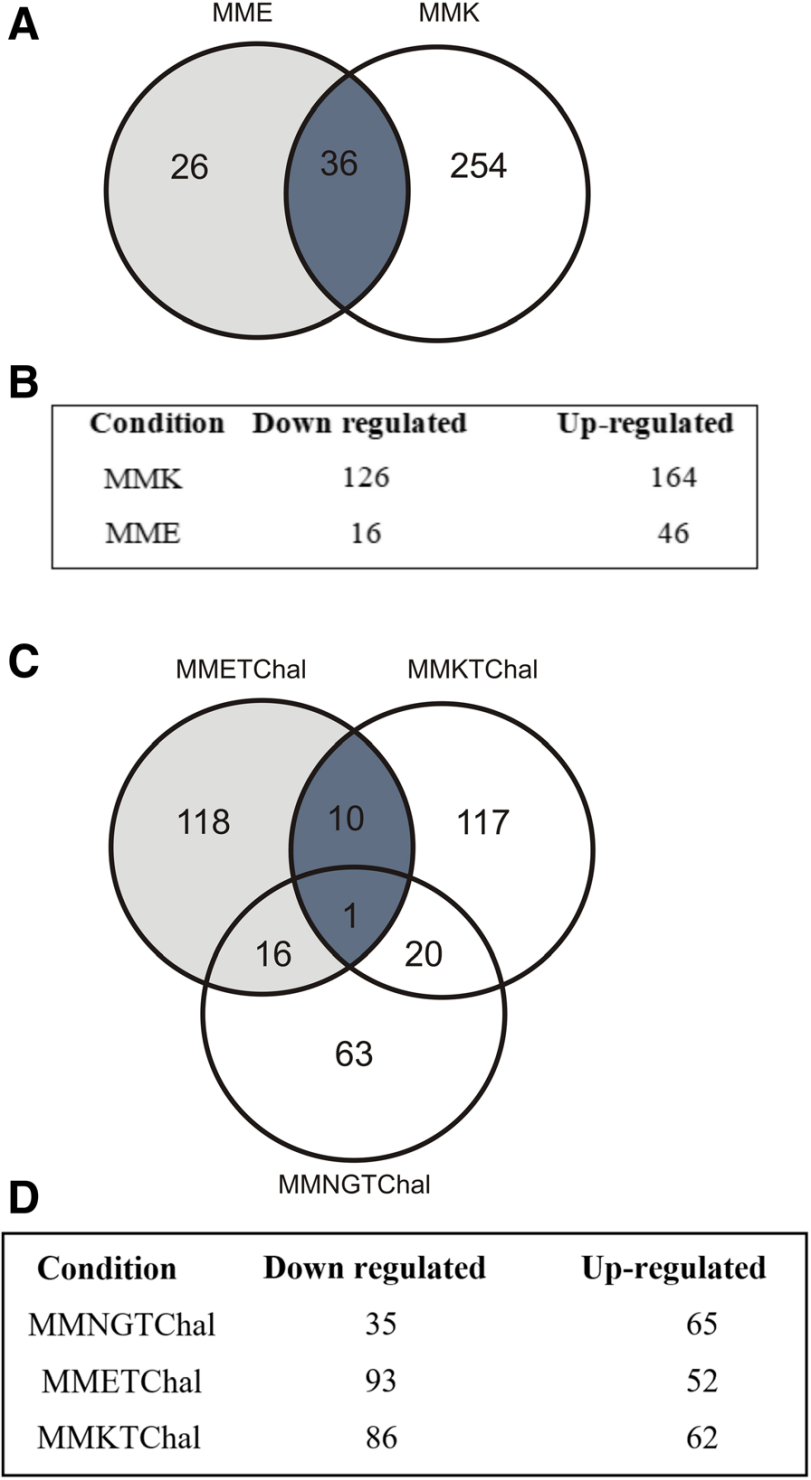
Distribution of gene modulation among the conditions analyzed. (**a**)Venn diagram illustrating the modulation of genes during the growth of *Trichophyton rubrum* on elastin (MME) and keratin (MMK) compared to control (MMNG). (**b**) Box illustration of down- and up-regulated genes comparing the protein sources with MMNG. (**c**) Venn diagram illustrating the modulation of genes after exposure to *trans*-chalcone during growth on protein (MME + TChal and MMK + TChal) or glucose and nitrate (MMNG+TChal) compared to control (same conditions without the drug). (**d**) Box illustration of down- and up-regulated genes comparing the *trans*-chalcone conditions with no drug conditions

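Under TChal, 117 of 25383 probes were called on MMNG (MMNG+TChal, n = 2, against MMNG, n = 3), 26 with higher and 91 with lower transcript levels. On keratin (MMK+TChal against MMK, n = 3 each), 157 of 25545 probes were called, 107 higher and 50 lower. On elastin (MME+TChal against MME, n = 2 each), where Storey's q and the lower fold change applied, 725 of 28775 probes were called, 244 higher and 481 lower. With a fold change of at least 2 in each medium, 598 probes were called on MMNG and 293 on keratin. On MMNG limma called 0 probes under several alternatives. Among them were normexp background correction, which also left out the detrending and added an offset (95 without adjustment), and no filter on dim probes (205 without adjustment). The unmoderated test called 11. All 6 groups in a single fit moved the keratin count to 803 and the elastin count to 0, with 384 without adjustment, and the unmoderated test called 1 probe on elastin. The slide as a block left 0 calls with limma on MMNG (205 without adjustment) and 356 on keratin. Within slide 1, which held 2 arrays of each MMNG group, limma called 0 probes and 204 without adjustment. Within slide 3, which held 2 arrays of each keratin group, it called 434, and slide 4 held 1 array of each and allowed no test.

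Leaving out single arrays moved each count. On MMNG, limma called 0 probes without MMNG replicate 2, MMNG replicate 3, MMNG+TChal replicate 1 or MMNG+TChal replicate 2, with 205, 205, 213 and 189 at an unadjusted p below 0.05. On keratin, 28 were called without MMK replicate 1, 30 without MMK replicate 2 and 373 without MMK replicate 3. Without MMK replicate 3 the calls on keratin were split into 190 higher and 183 lower, and with the slide as a block into 180 and 176. The excess of higher probes nearly vanished in these settings. It grew without MMK replicate 1, with 26 of 28 higher, and without MMK replicate 2, with 28 of 30 higher. Without MMK+TChal replicate 1, 2 or 3 limma called 0 on keratin, with 467, 517 and 677 at an unadjusted p below 0.05. On elastin, limma called 0 without MME replicate 1 (832 unadjusted), 28 without MME replicate 2 and 1148 without MME+TChal replicate 2.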

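The called probes with the largest differences in mean log2 signal under TChal on MMNG and keratin, signals near background included, have no gene name in the files. On MMNG, DW699524.1 had a log2 signal of 6.99 ± 0.05 (SD, n = 2) with TChal and 3.60 ± 0.67 (SD, n = 3) without, where it was not well above background on any array. With quantile normalization it was 10.5-fold higher (SE of the log2 fold change 0.41, adjusted p = 0.0294, limma). This value rests on MMNG signals near background and is not a lower limit. DW699775.1 was at least 13.1-fold lower with TChal (2.77 ± 0.27, not well above background on either array) than without (7.55 ± 0.47; SE 0.33, adjusted p = 0.0199, limma). Under normexp background correction the log2 fold changes were 0.93 for DW699524.1 and -1.79 for DW699775.1, smaller than with quantile normalization, and neither was called. Without MMNG replicate 2, MMNG replicate 3, MMNG+TChal replicate 1 or MMNG+TChal replicate 2 both calls were lost. The adjusted p were then 0.112, 0.102, 0.351 and 0.425 for DW699524.1 (range over all alternatives 0.00999 to 0.864) and 0.112, 0.0658, 0.341 and 0.423 for DW699775.1 (range 0.00049 to 0.861).

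On keratin, EL787579.1 rose by 6.41 on the log2 scale (SE 0.65, adjusted p = 0.0197, limma), from 9.92 ± 1.29 (SD, n = 3) to 16.33 ± 0.09. EL784855.1, which was also lower on elastin than on MMNG, fell by 4.41 (SE 0.42, adjusted p = 0.0171, limma), from 11.44 ± 0.70 to 7.03 ± 0.31. Both calls were lost without MMK replicate 1 or MMK+TChal replicate 1, 2 or 3, with adjusted p of 0.0703, 0.193, 0.206 and 0.138 for EL787579.1 and of 0.104, 0.161, 0.201 and 0.130 for EL784855.1. The call of EL784855.1 was also lost without MMK replicate 2 (0.112). The ranges over all alternatives were 3.55e-05 to 0.206 and 1.5e-05 to 0.201.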

After *trans*-chalcone exposure there were 393 genes modulated, in which 145, 148 and 100 genes modulated on minimal medium supplemented with *trans*-chalcone in the presence of elastin or keratin or minimal medium with glucose and nitrogen, respectively. In general, few genes were shared between conditions. 

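In all, 960 probes were called under TChal in at least 1 medium, and 38 of them in more than 1. MMNG and keratin shared 12 called probes, all 12 with the same direction. MMNG and elastin shared 22, of which 3 had the same direction, and keratin and elastin shared 6, of which 1 had the same direction. A single probe was called in all 3 media. The number called in more than 1 medium was 6 without MMNG replicate 2 or 3 or either MMNG+TChal array. It was 22 without MMK replicate 1 or 2 or any of the MMK+TChal arrays, 64 without MMK replicate 3, 12 without MME replicate 1 and 13 without MME replicate 2. Across probes, which are not independent replicates, the log2 fold changes under TChal on MMNG and on keratin had a Pearson's r of 0.156 and a Spearman's rho of 0.125. Simulated unchanged groups gave an r between -0.0165 and 0.0231. This r was reversed with normexp background correction, at -0.0518, and with the detrending of the arrays undone, at -0.0250, a setting chosen after the data were seen. Between MMNG and elastin r was 0.00179 (rho -0.000983, simulated -0.0152 to 0.00988), and between keratin and elastin it was -0.0108 (rho -0.00263, simulated -0.0201 to 0.00883). The latter 2 values lay within the simulated ranges.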

Despite of MMETChal and MMKTChal showed a close number of modulated genes, changes in transcript levels were quite different, in which higher levels were shown for MMKTChal in comparison to MMETChal (Fig. 1, Additional file 1: Table S1).

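Since the fold change required differed between the media, sizes were compared over all probes entered. The median absolute log2 fold change under TChal was 0.69 on keratin (n = 3 arrays each), 0.37 on MMNG (n = 2 and 3) and 0.24 on elastin (n = 2 each). Over the called probes alone it was 2.94, 2.81 and 1.18. Replicate arrays differed from each other by a median of 0.19 to 0.28 in MMK+TChal and of 0.12, 1.30 and 1.27 in MMK, where both larger values involve MMK replicate 3. The 2 MME arrays differed by 0.10 and the 2 MME+TChal arrays by 0.19. Over pairs of an array with and an array without TChal, the median absolute log2 fold change had an SD of 0.49 on keratin, 0.13 on MMNG and 0.01 on elastin. The gap between the keratin and the elastin median is thus smaller than the spread on keratin. Without MMK replicate 3 the keratin median was 0.47, and it was 0.48 on slide 3 and 1.39 on slide 4.

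On elastin, FE525219.1 rose by 2.48 on the log2 scale under TChal (SE 0.29, q = 0.0091 from limma), from 7.46 ± 0.25 (SD, n = 2) to 9.94 ± 0.56. DW683483.1 was not well above background on either MME+TChal array (2.52 ± 0.10) and with quantile normalization was at least 4.26-fold lower than in MME (5.13 ± 0.34; SE 0.19, q = 0.00827 from limma). With normexp background correction the log2 fold change of DW683483.1 was -0.69, below this limit, and its call was lost. With all 6 groups in a single fit neither probe was called, with q of 0.668 for FE525219.1 and 1 for DW683483.1. The call of FE525219.1 was also lost without MME replicate 1 or 2, with q of 0.0858 and 0.0854 (range over all alternatives 0.00171 to 0.668). That of DW683483.1 was also lost without MME replicate 1, with q of 0.0858 (range 0.00171 to 1). Citing Fig. 1 and Table S1, the paper states that the changes in transcript levels differed between both media and that levels were higher in MMKTChal than in MMETChal.

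**Figure D2:**
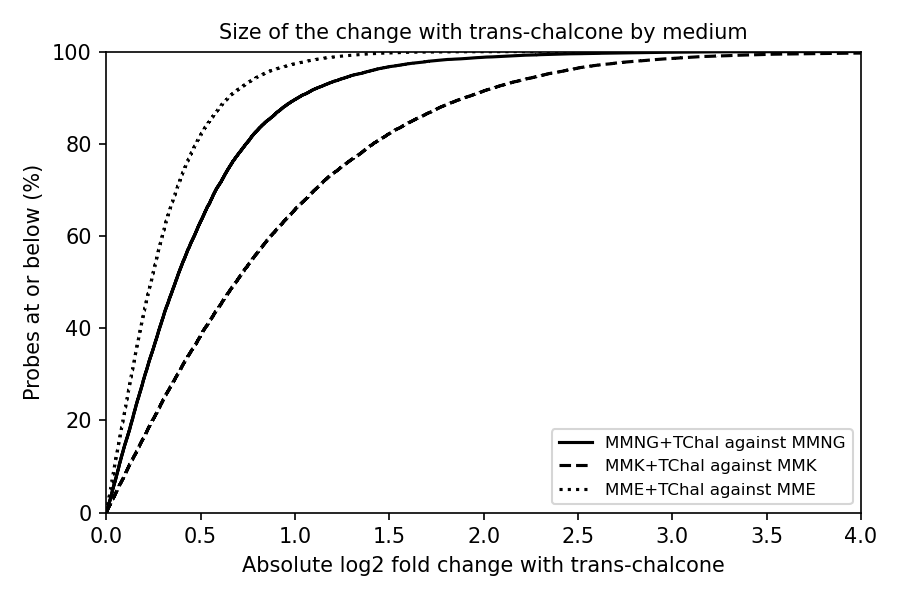
Cumulative percentage of the probes entered (vertical axis) at or below each absolute log2 fold change under TChal (horizontal axis), for MMNG (solid), MMK (dashed) and MME (dotted). The curve of MME lies furthest left, with a median of 0.24, and that of MMK furthest right, with a median of 0.69.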

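In the direct comparison of the media with TChal that the methods list (MMK+TChal, n = 3, against MME+TChal, n = 2), 555 of 28281 probes were called, 187 higher and 368 lower in MMK+TChal. This count holds the difference between keratin and elastin as well as that between the responses to TChal. It was 304 with normexp background correction and 4886 at a fold change of at least 2, where more probes were higher (2528) than lower (2358), and lay between 519 and 668 with each array left out in turn. Slide 4 held both MME+TChal arrays and 1 MMK+TChal array. Only changes are given within it, since the lone MMK+TChal array shows no spread of its group. There 469 of the 555 called probes reached the fold change in the same direction, on arrays that were also in the main fit. Within slide 4 the median absolute log2 fold change was 0.46. EL787847.1, with no gene name in the files, was higher in MMK+TChal by 4.44 on the log2 scale (SE 0.17, adjusted p = 0.000194, limma), at 11.90 ± 0.17 (SD, n = 3) against 7.46 ± 0.17 (SD, n = 2). DW704173.1 was lower by a log2 fold change of -7.00 (SE 0.42, adjusted p = 0.000421, limma), at 3.43 ± 0.75 against 10.43 ± 0.16, and was well above background on 1 of the 3 MMK+TChal arrays. With normexp background correction its log2 fold change was -3.91.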

### Functional categorization of *T. rubrum* genes involved in the interaction with keratin and elastin substrates

The functional categorization of differentially expressed genes was performed by gene ontology (GO) using Blast2GO [11]. During *T. rubrum* growth on protein sources, the main categories modulated were related to signal transduction, fatty acid and lipid metabolism, proteolysis, regulation of transcription, transport, metabolic processes, and an elevated number of hypothetical proteins with unknown functions (Fig. 2). Overall, growth on different protein sources caused only slight differences in the gene profile of *T. rubrum*. For instance, *T. rubrum* grown on keratin showed enrichment for genes belonging to the proteolysis and stress response categories. On the other hand, enrichment for genes involved in fatty acid and lipid metabolism, transcription regulation process and cell wall components was observed when elastin was the protein source used (Fig. 2). Accordingly, 18 proteases and 7 lipases were differentially expressed in the two protein source conditions. This finding supports the involvement of protease secretion in keratin utilization in *T. rubrum* (Table 1).

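Keratin and elastin were also compared directly (MMK, n = 3, against MME, n = 2). Of 28967 probes entered, limma called 0, with a smallest adjusted p of 0.0745, while 867 reached the fold change at an unadjusted p below 0.05. The unmoderated test called 87 probes and 578 without adjustment. The alternative that moved the count most was a single fit of all 6 groups, with 975 calls. Without MMK replicate 3, limma called 696 probes. It called 0 without MMK replicate 1, MMK replicate 2, MME replicate 1 or MME replicate 2, with 1094, 1013, 484 and 555 at an unadjusted p below 0.05. MMK and MME arrays shared neither slide nor scan, so that the slide and the protein source cannot be told apart in this comparison. The median absolute log2 difference between MMK and MME was 0.72 over all probes entered. The log2 fold changes on keratin and on elastin, each against MMNG, had a Pearson's r of 0.566 and a Spearman's rho of 0.541 across probes. Simulated unchanged groups with the same shared MMNG arrays gave an r of 0.428 on average and between 0.410 and 0.448. From the categories of the modulated genes, the paper states that the profiles on both protein sources differed only slightly.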

**Fig. 2:**
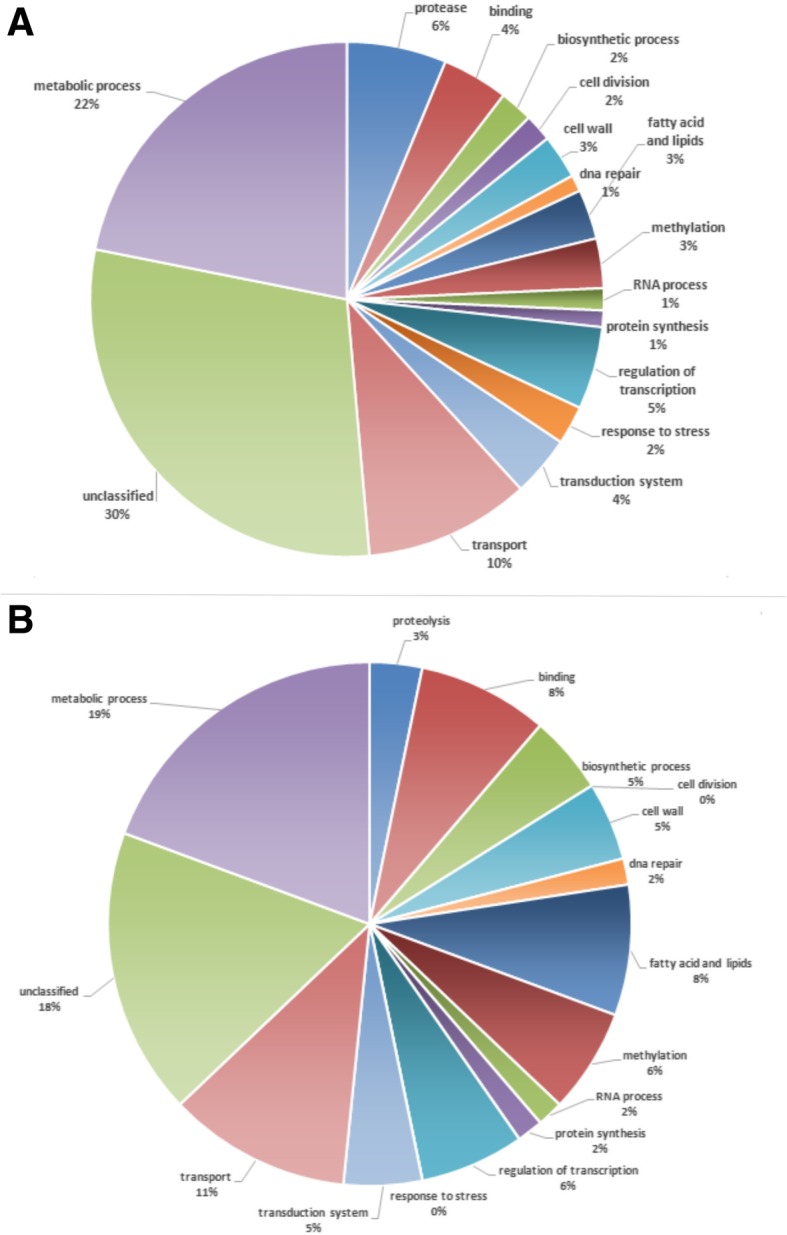
Functional categorization of differentially expressed genes (*p* < 0.05) on MMK (**a**) and MME (**b**)

**Table 1:** Protease- and lipase-encoding genes modulated during the growth of *Trichophyton rubrum* on keratin and elastin

ID	Gene product name	Keratin	Elastin
TERG_05923	Metallopeptidase	−6.10	–
TERG_03293	Hypothetical protein	−6.32	–
TERG_04809	Metalloproteinase 2	− 8.12	–
TERG_05652	Leucine aminopeptidase 1	+ 20.71	+ 8.05
TERG_04324	Metalloproteinase 4	+ 24.01	–
TERG_12606	Secreted dipeptidyl peptidase	+ 5.03	–
TERG_03400	Subtilisin-like protease 1	+ 5.17	–
TERG_03104	Signal peptidase i	+ 5.49	–
TERG_06552	Aspartic-type endopeptidase	+ 5.82	–
TERG_04769	Serine carboxypeptidase	+ 5.82	–
TERG_03248	Metalloproteinase 3	+ 6.72	–
TERG_02214	Carboxypeptidase 2	+ 6.79	–
TERG_08557	Carboxypeptidase s1	+ 7.24	–
TERG_08405	Leucine aminopeptidase 2	+ 8.31	–
TERG_05735	Dipeptidyl peptidase 4	+ 8.54	–
TERG_08201	Subtilisin-like protease 5	+ 9.06	–
TERG_03815	Subtilisin-like protease 3	+ 9.88	–
TERG_01617	Subtilisin-like protease 4	+ 9.98	–
TERG_01957	Alkaline serine protease	–	+ 6.52
TERG_03459	GDSL lipase acylhydrolase	–	+ 5.32
TERG_05317	Lipase 1	+ 11.54	–
TERG_04914	Spo7-like protein	+ 5.40	–
TERG_00899	Neutral ceramidase	+ 5.66	–
TERG_00127	Secretory phospholipase a2	+ 52.72	+ 7.01
TERG_03747	Phospholipase a2	+ 6.79	–

+: induction; −: repression

### Functional categorization of *T. rubrum* genes involved in the response to *trans*-chalcone

The gene expression profile of *T. rubrum* exposed to *trans*-chalcone was assessed to elucidate the mechanisms triggered by this chalcone. Genes above a cut off threshold of 5 and − 5 in fold change in gene expression were submitted to Blast2GO, and then to a summarization using Revigo [12] algorithm. The most representative differentially expressed categories based on GO functions are shown in Fig. 3. Overall, these genes are related to signal transduction, fatty acid and lipid metabolism, response to stress, pathogenesis, cell wall biosynthesis, and metabolic processes.

**Fig. 3:**
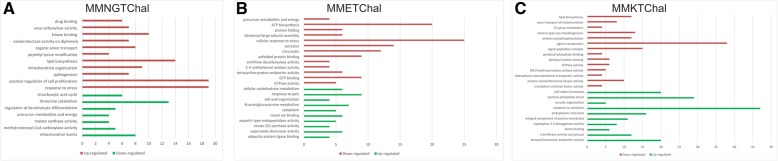
Gene ontology-based functional categorization of representative differentially expressed genes after *trans*-chalcone exposure (p < 0.05) on MMNGTChal (**a**), MMETChal (**b**) and MMKTChal (**c**). The green and red bars indicate up-regulation and down-regulation categories, respectively

Noteworthy, *trans*-chalcone exposure down-regulated most genes involved in fatty acid synthesis (Table 2). In addition, genes involved in signal transduction like the cell wall integrity (CWI) pathway and Tor-mediated signaling were also modulated. These finding suggests a cross-talk between pathways to sense and respond to cellular stress caused by *trans*-chalcone (Table 2). Furthermore, alternative routes of energy metabolism were modulated after *trans*-chalcone exposure, such as beta-oxidation of fatty acids and glyoxylate cycle (Table 2).

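Table 3 gives the primers of 15 genes, and a probe was tied to a gene where at least 15 bases of a primer lay in its 60 bases, a minimum set after the lengths of the matches were seen. This tied 6 probes to 5 genes. Such a probe need not be the one behind the value that the paper gives for the gene. For the farnesyltransferase beta subunit *ram1* (TERG_07136), EL786480.1 holds a whole primer, and EL785979.1 holds 15 of the 22 bases of the other. On keratin, EL785979.1 had a log2 signal of 6.93 ± 0.34 (SD, n = 3) with TChal and 7.81 ± 0.07 (SD, n = 3) without, a log2 fold change of -0.88 (SE 0.27, adjusted p = 0.167, limma). EL786480.1 was well above background on 2 of 3 arrays of each group, did not enter the comparison, and differed by -1.87 (4.74 ± 0.09 against 6.61 ± 0.38). On MMNG, EL785979.1 changed by 0.13 (SE 0.28, adjusted p = 0.812, limma), from 7.49 ± 0.40 (n = 3) to 7.62 ± 0.17 (n = 2). There EL786480.1 was well above background on 1 array of each group, did not enter and differed by 0.73 (5.57 ± 0.20 against 4.84 ± 0.55).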

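Table 2 lists adenylsuccinate lyase by the EST DW687355.1, which has a probe of its own. On keratin its log2 signal was 2.81 ± 0.97 (SD, n = 3) with TChal, where it was not well above background on any array, and 6.89 ± 1.46 (SD, n = 3) without, where it was well above background on 2 of 3 arrays. It did not enter the comparison. With all arrays its transcript level was at least 9.77-fold lower with TChal, a limit that rests on MMK replicate 3, the dimmest array, on which the probe was not well above background. Without that array it was at least 5.49-fold lower, entered and was called (adjusted p = 0.013, limma). Over all alternatives its adjusted p lay between 0.013 and 0.126, the latter with no filter on dim probes.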

**Table 2:** Main categories modulated in response to *trans*-chalcone* exposure

ID	Gene product name	Fold change	Condition
*Transduction signaling*			
TERG_01124	RAN-interacting protein	+ 5.37	MMK + TChal
TERG_05617	Hypothetical protein	−5.29	MMK + TChal
TERG_05744	GTP-binding protein	−6.87	MMK + TChal
TERG_02263	Hypothetical protein	−5.29	MMK + TChal
TERG_04042	Serine threonine protein kinase	−8.07	MMK + TChal
TERG_00315	RAN protein kinase	−6.02	MMK + TChal
TERG_00077	Eukaryotic peptide chain release Factor GTP-binding subunit	−6.72	MMK + TChal
TERG_04867	SAM and pH domain-containing protein	−11.78	MMK + TChal
TERG_07136	Farnesyltransferase beta subunit ram1	−9.29/−5.37	MMK + TChal/MMNG+TChal
TERG_05617	Hypothetical protein	−12.39	MMNG+TChal
TERG_00749	Guanine nucleotide exchange	−15.78	MMNG+TChal
TERG_04523	CMGC CDKL CRK7 protein kinase	−5.02	MMNG+TChal
TERG_01365	GTP-binding protein	−5.2	MMNG+TChal
TERG_11963	DEAD/DEAH box RNA helicase	−7.48	MMNG+TChal
TERG_01365	GTP-binding protein	−5.2	MMNG+TChal
TERG_05987	GTP-binding protein	+ 8.17	MMNG+TChal
TERG_01693	Acyl oxidase	−6.42	MMNG+TChal
TERG_02422	RHO GTPase activator	+ 2.18	MME + TChal
TERG_00689	AUR protein kinase	+ 3.34	MME + TChal
TERG_07570	G-protein signaling	−2.35	MME + TChal
TERG_04086	GTP-binding protein 1	−2.36	MME + TChal
TERG_00548	Elongation factor 1 alpha	− 2.6	MME + TChal
TERG_05987	GTP-binding protein	−3.32	MME + TChal
*Fatty acid and lipid metabolism*			
TERG_11538	3-oxoacyl-(acyl-carrier-protein) reductase	−7.45/−10.61	MMK + TChal/MMNG_TChal
TERG_11813	FAD binding domain-containing protein	+ 5.95	MMK + TChal
TERG_11814	FAD dependent protein	+ 10.63	MMK + TChal
TERG_08235	Long-chain fatty alcohol oxidase	−5.52	MMNG+TChal
TERG_04851	Acyl binding protein family	−2.30	MMNG+TChal
TERG_02787	Fatty acid synthase S-acetyl transferase	−5.60	MMNG+TChal
DW707302.1	Enoyl reductase	+ 4.09	MME + TChal
TERG_07644	Ketoacyl reductase	+ 3.38	MME + TChal
*TCA and glyoxylate cycle*			
TERG_03483	Carnitine acetyltransferase	−5.48	MMK + TChal
DW687355.1	Adenylsuccinate lyase	−15.01	MMK + TChal
TERG_05484	Acyl dehydrogenase	+ 6.35	MMK + TChal
TERG_01281	Malate glyoxomal	+ 5.11	MMNG+TChal
TERG_01052	Succinyl ketoacyl transferase	+ 5.1	MMNG+TChal
DW700277.1	Citrate synthase	−6.27	MMNG+TChal
TERG_05484	Acyl dehydrogenase	+ 6.35	MMK + TChal
TERG_04250	Carnitinyl- dehydratase	+ 2.13	MME + TChal
TERG_01271	Isocitrate lyase	+ 2.04	MME + TChal
TERG_01272	Methylcitrate mitochondrial	+ 2.49/+ 5.92	MME + TChal/MMNG+TChal

*TChal: *trans*-chalcone added at 0.24 μg/mL. +: induction; −: repression

### RT-qPCR and Western blot analysis

The microarray results were validated by qPCR and the results demonstrated a strong positive correlation between the two techniques. Pearson correlation r = 0.91 and r = 0.83 for protein sources conditions and trans-chalcone exposure conditions, respectively (Fig. 4). 

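Among the genes with primers in Table 3, the probes DW680975.1 of the copper transporter (TERG_01329) and EL786005.1 of the fatty acid acetyl transferase (TERG_11895) hold a whole primer. DW680975.1 had a log2 signal of 9.34 ± 0.03 (SD, n = 2) in MMNG+TChal and 6.45 ± 0.15 (SD, n = 3) in MMNG, a log2 fold change of 2.89 (SE 0.19, adjusted p = 0.0199, limma), and was called. The call was lost without MMNG replicate 2 (adjusted p = 0.112), MMNG replicate 3 (0.0658), MMNG+TChal replicate 1 (0.341) or MMNG+TChal replicate 2 (0.423), and with normexp background correction, where the log2 fold change was 1.68. With the slide as a block the adjusted p was 0.0660, and over all alternatives it lay between 0.00857 and 0.864. On elastin the same probe was lower with TChal, at 5.55 ± 0.08 (n = 2) against 7.05 ± 0.01 (n = 2), a log2 fold change of -1.50 (SE 0.11, q = 0.00827 from limma), and was called. Without MME replicate 1 or 2 this call was lost, with q of 0.0858 and 0.0913, in a range of 0.00171 to 1 over all alternatives. With normexp background correction its log2 fold change of -0.84 no longer reached the fold change required. On keratin it changed by -0.48 (SE 0.71, adjusted p = 0.674, limma), and by 0.66 with normexp background correction and 0.31 without MMK replicate 3, so that the direction did not hold. EL786005.1 was not well above background on either MMNG+TChal array (2.38 ± 0.18, n = 2) and on only 1 of 3 MMNG arrays (4.80 ± 2.14, n = 3). It did not enter the comparison, and no fold change is given, since the MMNG mean rests on replicate 1, where the probe was not well above background.

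**Figure D3:**
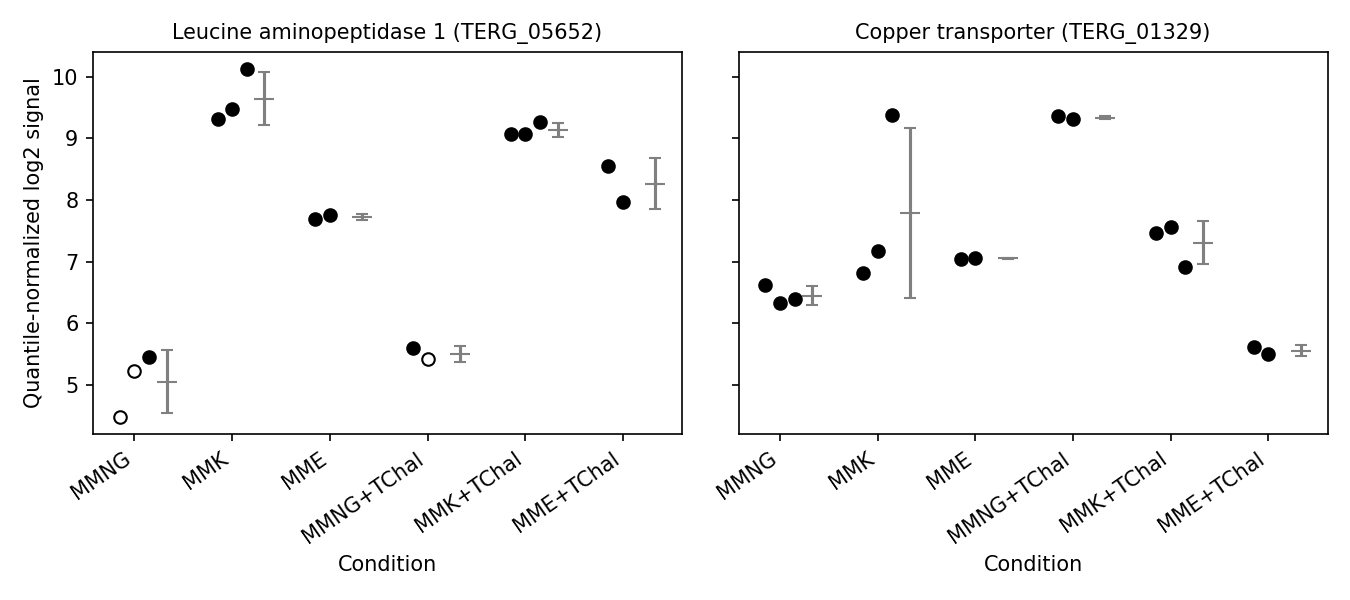
Quantile-normalized log2 signal of each array for the probe of leucine aminopeptidase 1 (EL789868.1, left) and of the copper transporter (DW680975.1, right), by condition, with open symbols where the probe was not well above background and grey marks and bars for the mean ± SD. The MMK arrays of EL789868.1 lie between 9.32 and 10.13 and its MMNG arrays between 4.48 and 5.45, while DW680975.1 rose with TChal on MMNG and fell with TChal on elastin.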

The genes chosen for qPCR analysis were related to different biological processes: (i) proteases (metalloproteases, dipeptidyl protease, leucine aminopeptidase); (ii) lipases (phospholipase); (iii) cell wall biosynthetic pathway (beta glucosidase and chitin synthase); (iv) fatty acid and metabolic processes (fatty acid acetyl transferase, farnesyl transferase, acyl oxidase, copper transporter, glutamate kinase, and indoleamine dioxygenase).

**Fig. 4:**
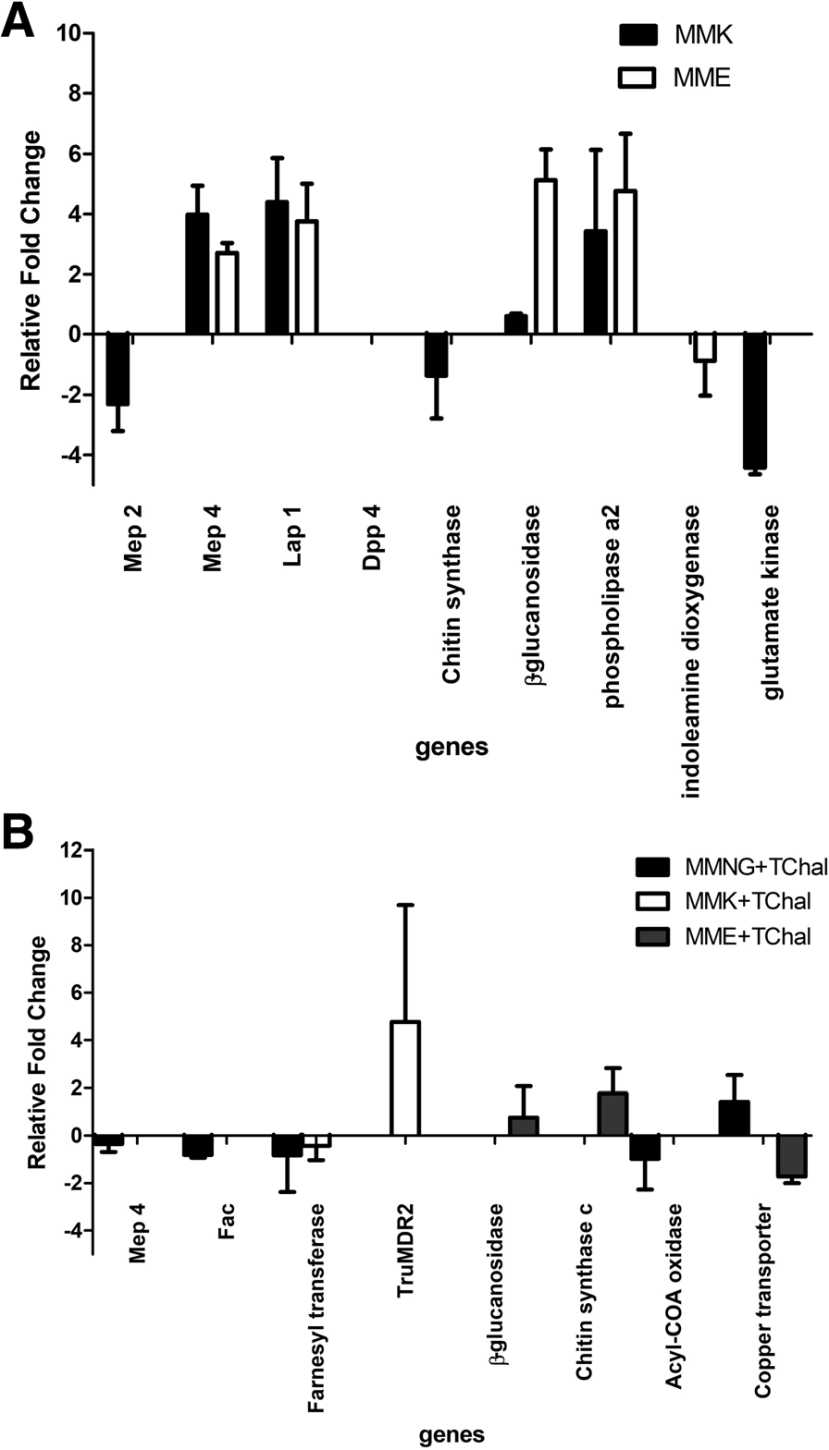
Real-time RT-PCR of selected genes from the microarray hybridization of *Trichophyton rubrum* genes during growth on MMK and MME compared to MMNG (**a**). Modulation of selected genes related to *trans*-chalcone exposure compared to the same condition without drug (**b**). Values are log2 fold change

In addition to the transcriptional pattern, we also assessed the expression of MAPK after *T. rubrum* exposure to *trans*-chalcone. The gene encoding CMGC MAPK in *T. rubrum* is homologous to MAPK 44/42 in *Aspergillus fumigatus* (score 729, e-value: 0.0, and 85% identity). Here we evaluated the activation of CMGC MAPK by analyzing the phosphorylation levels of this MAP kinase after exposure to *trans*-chalcone. The results showed that MAPK was phosphorylated in response to *trans*-chalcone within the first hour of exposure, followed by a decrease thereafter (1 day). No phosphorylation was observed after 3 days (Fig. 5a). In addition, quantitative RT-PCR was carried out to correlate modulation of the gene encoding CMGC MAPK (TERG_00832) with protein expression (Fig. 5b). This analysis showed up-regulation of *mapk* transcription levels at 1 h, followed by a decrease after 1 day of exposure and little changes in transcription levels after 3 days of exposure to *trans*-chalcone. 

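The arrays held 1 probe that could be tied to the CMGC MAPK gene (TERG_00832), DW710032.1, which holds 16 of the 22 bases of a primer of Table 3. On MMNG its log2 signal was 10.29 ± 0.01 (SD, n = 2) with TChal and 10.21 ± 0.28 (SD, n = 3) without, a log2 fold change of 0.08 (SE 0.22, adjusted p = 0.856, limma). On elastin it was 9.88 ± 0.49 (n = 2) with TChal and 9.84 ± 0.04 (n = 2) without, a log2 fold change of 0.04 (SE 0.24, q = 0.415 from limma). On keratin it was 8.61 ± 0.94 (n = 3) with TChal and 10.10 ± 0.75 (n = 3) without. The log2 fold change of -1.48 on keratin (SE 0.61, adjusted p = 0.241, limma) was under the fold change required. With all 6 groups in a single fit its adjusted p was 0.0456, in a range of 0.0456 to 0.545 over all alternatives, without reaching that fold change.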

Noteworthy, our microarray data mainly showed down-regulation of the CWI pathway at the time points analyzed and did not indicate any changes in the modulation of *mapk* gene transcription levels, which probably is due to time points evaluated in our microarray data.

**Fig. 5:**
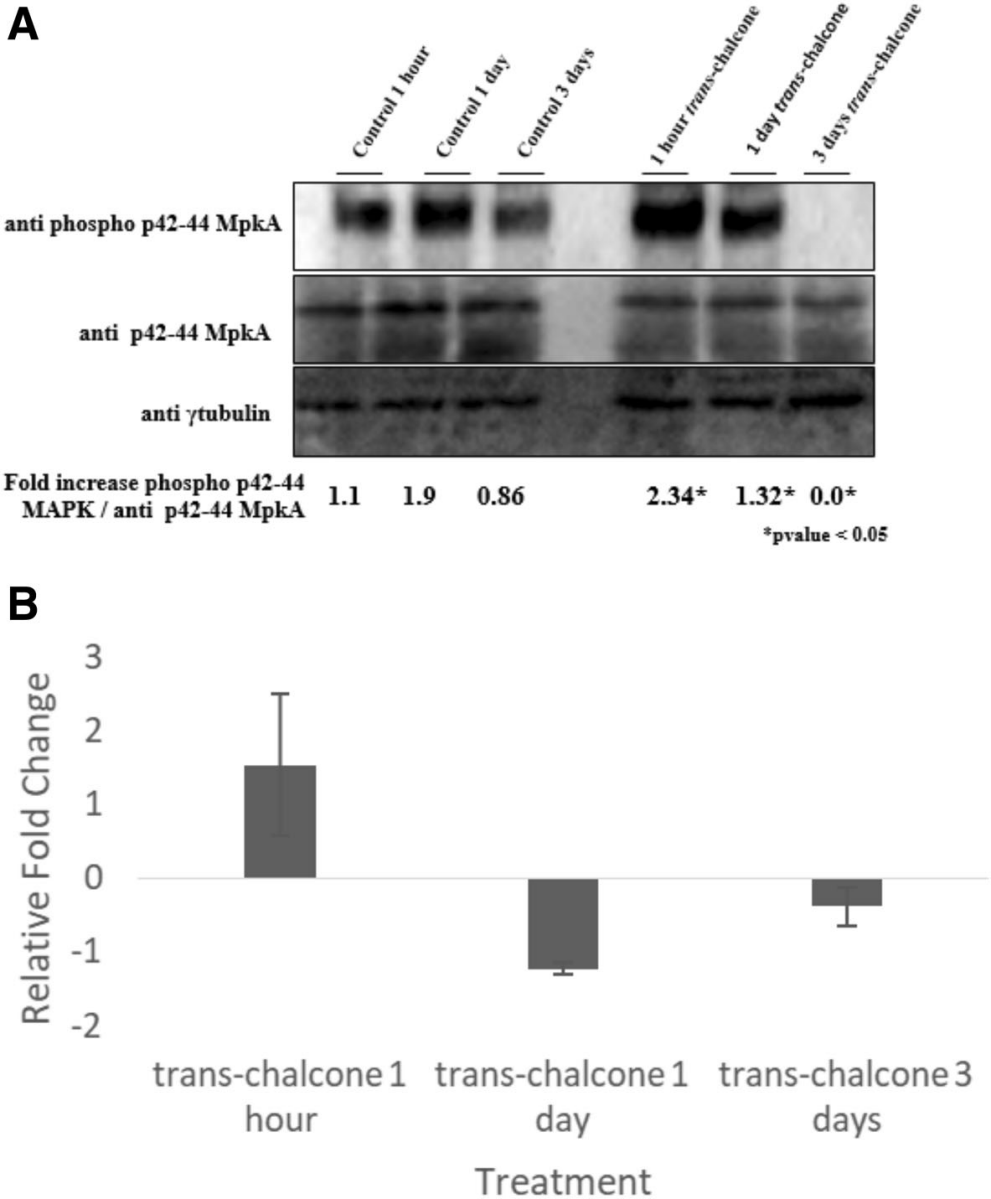
Western blot results of Mapk expression and Mapk phosphorylation. *Trans*-chalcone was added or not (control) to the medium for 1 h, 1 day, and 3 days. Antiphospho-p44/42MAPK antibody was used to detect MpkA phosphorylation. The γ-tubulin antibody was used as control (**a**). Gene expression analysis of CMGC/MAPK Erk1 in *T. rubrum* by qPCR. The fungus was grown in medium with *trans*-chalcone (0.24 μg/mL) or without the compound (control) for 1 h, 1 day, and 3 days (**b**)

## Discussion

The microarray data suggested slight differences in transcriptional profile of *T. rubrum* grown on different protein sources (keratin or elastin). The main differences were related to the modulation of proteases and some lipases in the keratin condition and to the modulation of genes belonging mainly to the lipase category in the elastin condition. Noteworthy, the low number in genes modulated for elastin substrate may be a result of *T. rubrum* lifestyle, since this fungus is more adapted to use keratin (a component of outermost layer of skin) than elastin (a substrate mainly found in dermis composition). 

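In the comparison of MME+TChal with MME (n = 2 each), 6705 probes had a q below 0.05 from limma whatever their fold change. A fold change of at least 2 was reached by 767 probes whatever their q, and with a fold change of at least 5, as required for the other comparisons, 6 probes were called. MME and MME+TChal shared neither slide nor scan, so that these numbers may hold slide differences. The 725 calls at a fold change of at least 2 fell to 0 with all 6 groups in a single fit and to 1 with the unmoderated test.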

Alike, we believe that the slight changes in transcript levels in MMETChal condition are due to the subtle changes in whole fungal metabolic machinery during *T. rubrum* grown on elastin substrate.

Four main categories can be highlighted in the transcriptional pattern of *T. rubrum* exposed to *trans*-chalcone: fatty acid and lipid metabolism, stress response, CWI pathway, and alternative energy metabolism.

### *Trichophyton rubrum* grown on keratin and elastin focus on proteases, lipases, and heat shock proteins on focus

Simulation of the host milieu is widely employed in investigations to assess putative virulence factors. Within this context, liquid media containing keratin powder, protein and even macerated skin have been used to elucidate key aspects of *T. rubrum* pathophysiology [6].

The establishment of dermatophyte infections is mainly attributed to their ability to adhere to host tissues and to adapt to this environment. Thereafter dermatophytes need to take up nutrients, which is mediated by the induction of specific enzymes such as lipases and proteases, particularly keratinases through sensing of skin pH. Heat shock proteins may be involved in this process through a complex regulatory network in cooperation with PacC transcription factor [13]. Recent reports demonstrated that *pacC*, *hsf1* (heat shock transcription factor), *cdc37* co-chaperone, and *hsp 70* are markedly induced during the growth of dermatophytes on keratin sources at 37 °C [3]. Additionally, in a previous study, the inhibition of Hsp90 decreased the ability of *T. rubrum* to grow on nail fragments [14]. Our microarray data showed that the growth of *T. rubrum* on a keratin source led to the up-regulation of *hsp70-like* (Terg_06505), *hsp90-like* (Terg_06963), and *hsp88-like* (TERG_07658).

Proteases are the most studied virulence factors of dermatophytes as they are required for nutrient uptake during the colonization of host tissue and the abundance of these proteins in the dermatophyte genome highlights their importance in the dermatophyte lifestyle [5, 15]. Proteases are divided into endoproteases and exoproteases. Endoproteases include aspartic proteases, serine proteases (subtilisin family S8A) and metalloproteinases, while the exoprotease group comprises leucine aminopeptidases (Lap 1 and Lap2) and dipeptidyl-peptidases IV and V. Endo- and exoproteases act together in protein digestion [16, 17].

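The probe EL789868.1 was tied to leucine aminopeptidase 1 (*lap1*, TERG_05652), 21 of the 22 bases of a primer of Table 3 lying in it. Its log2 signal was 9.65 ± 0.43 (SD, n = 3) in MMK, 7.72 ± 0.05 (SD, n = 2) in MME and 5.05 ± 0.51 (SD, n = 3) in MMNG, where it was well above background on 1 of 3 arrays. On keratin the log2 fold change was 4.60 (SE 0.41, adjusted p = 0.0084, limma) and the probe was called. This call was lost without MMNG replicate 1, 2 or 3 (adjusted p = 0.0633, 0.0951 and 0.0582), with normexp background correction (0.0504) and with the slide as a block (0.140), in a range of 1.82e-06 to 0.140 over all alternatives. On elastin the log2 fold change was 2.67 (SE 0.34, adjusted p = 0.0549, limma) and the probe was not called. It was called on elastin without MMNG replicate 1 (adjusted p = 0.0123), with scaling to the 75th percentile (0.0309) and with all 6 groups in a single fit (0.00163), in a range of 0.00163 to 0.858.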

Our data showed that keratin promoted the induction of 15 genes encoding proteases, with expressive induction of the *mep4* and *lap1* genes (Table 1), also demonstrating that exo- and endoproteases are equally important for efficient keratin degradation. Furthermore, exposure to *trans*-chalcone promoted down-regulation of the genes encoding Mep 3, Sub 5, and signal peptidase, as well as of the genes encoding Hsp 70 like-protein, Hsp 88-like protein, and Hsp 90 like-protein (Additional file 1: Table S1).

In the elastin condition, two lipases and two proteases were found to be up-regulated, suggesting that lipases are as important as proteases during *T. rubrum* growth on elastin substrates (Table 1). In this sense, it worth to note that skin composition is also enriched with lipids, and the genomes of *Arthroderma benhaminae* and *T. verrucosum* contain 16 genes encoding lipases [4].

### *Trans*-chalcone exposure shift to the lipid routes by activating alternative energy metabolism

Exposure of *T. rubrum* to *trans*-chalcone promoted changes in lipid and fatty acid metabolism. 

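Table 2 lists enoyl reductase by the EST DW707302.1, whose probe was well above background on 1 of 2 MME+TChal arrays and on neither MME array. Its log2 signal was 4.01 ± 0.21 (SD, n = 2) with TChal and 2.71 ± 0.15 (SD, n = 2) without. It did not enter the comparison, and its transcript level was at least 2.21-fold higher with TChal. With no filter on dim probes it was called, with a q of 0.0179 from limma, and without MME+TChal replicate 1 it entered, was at least 2.45-fold higher and was called, with a q of 0.00317, the range over its alternatives being 0.00317 to 0.0179.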

Genes encoding enzymes involved in the early steps of fatty acid synthesis were generally down-regulated, whereas genes encoding enzymes belonging to the last steps of fatty acid elongation, such as enoyl-reductase and ketoacyl-reductase, were up-regulated (Table 2).

We suggest that impairment of the first steps of fatty acid synthesis led to an imbalance in the pathways involved in the supply of acetyl-CoA molecules. In this respect, β-oxidation is activated in order to supply acetyl-CoA molecules through enzymatic reactions catalyzed by acyl dehydrogenase and ketoacyl-thiolases. The resulting acetyl-CoA can enter the mitochondrial tricarboxylic acid (TCA) cycle [18]. Moreover, citrate from the TCA cycle can be converted to isocitrate, which becomes a glyoxylate cycle substrate, and the resulting malate may enter gluconeogenesis [19]. Consistently, our data showed up-regulation of the genes encoding acyl dehydratases (mediator of first committed steps in fatty acid β oxidation) and ketoacyl thiolases. In addition, exposure to *trans*-chalcone changed the expression of genes related to the glyoxylate and TCA cycles, with up-regulation of the genes encoding isocitrate lyase, succinate lyase, and succinyl-ketoacyl transferase (Table 2).

Moreover a previous work has shown that *trans*-chalcone activity against dermatophytes relies on the down-regulation of fatty acid synthesis β subunit (*fas1*), a decrease in ergosterol content, and moderate inhibition of FAS enzymatic activity [8]. It is noteworthy to mention that palmitate synthesis (the final product of the FAS multienzyme complex [20]) needs the input of acetyl-CoA molecules, reducing agents (NADPH), and energy from ATP. So, its proper synthesis requires the coordinated use of multiple energy metabolic pathways like the TCA and glyoxylate cycles [21]. Supporting this idea, we also demonstrated changes in the modulation of genes involved in acetyl-CoA transport, such as carnitine and citrate synthase.

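Citrate synthase is listed in Table 2 by the EST DW700277.1. On MMNG its probe was not well above background on either array with TChal (2.07 ± 0.02, log2 signal, SD, n = 2) and was well above background on 1 of 3 arrays without TChal (3.72 ± 1.53, SD, n = 3). It did not enter the comparison, and no fold change is given, since the mean without TChal did not exceed the lowest level that was well above background on the arrays with TChal. With no filter on dim probes the adjusted p was 0.474 (limma).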

Taken together, the overall effects promoted by *trans*-chalcone exposure may be related to impairment in fatty acid synthesis and concomitant changes in energy metabolic pathways involved in acetyl-CoA supply. Finally, lipid burning seems to occur as evidenced by changes in the β-oxidation of fatty acids, which confers to *trans*-chalcone a thermogenic feature that might be related to the reduction in ergosterol content and consequent cell wall damage previously described by [8].

### Cross-talk events in the cell wall integrity pathway are activated by *trans*-chalcone

The cell wall is a dynamic structure that is essential to maintain cell shape and to protect against environmental threats. In this regard, the cell wall is remodeled according to developmental stage or after drug exposure. The rearrangements in cell wall composition ensure the structural integrity during conditions that compromise cell wall and/or membrane integrity [22].

The CWI-signaling pathway is activated to protect the cell wall against threats or even during cell growth. The stimuli are sensed by cell wall mechanosensors located on the plasma membrane, such as Mid2 and Mtl1, and by Wsc protein family members. The signals are then transmitted to small Rho1 GTPase, which is activated by regulatory inputs from guanine nucleotide exchange factors (GEFs), Rom1 and Rom2. Next, Rho1p activates protein kinase C (Pkc1). PKC is located upstream in the MAPK (mitogen-activated protein kinase) signaling cascade. Finally, effectors of Rho1 are β-1,3-glucan synthase and β-1,6-glucan synthase, proteins of the actin cytoskeleton and secretory vesicles [22].

During stress, the cell wall undergoes remodeling through a reinforce by increase of chitin amounts and incorporation of certain cell wall proteins. This rearrangement occurs through cross-talk between different signaling pathways [23, 24]. Additionally, any changes in the polarized growth of filamentous fungi are related to impairment of cell wall formation as well as to conditions that indirectly affect cell wall biosynthesis. Thus, to enhance the signaling capabilities of the CWI pathway in order to deal with diverse stress conditions, this pathway cross talks with other signaling pathways or proteins [25]. The interconnection between these responses signaling to pathways of cell wall assembly needs to be widely understood. Within this context, a previous study that compared the response of *A. niger* to caspofungin (inhibitor of β-1,3 glucan synthase) [26] and fenpropimorph (*Saccharomyces cerevisiae* inhibitor of *erg2* and *erg 24* in ergosterol biosynthesis) [27] using the microarray technique showed common responses, promoting changes in signaling pathways such as CWI signaling and Tor signaling and in genes involved in cell membrane composition [24].

In agreement with previous studies, our microarray data showed that exposure of *T. rubrum* to *trans*-chalcone promoted changes in three distinct signaling pathways, suggesting considerable interaction between the Tor signaling, CDK kinase, and MAPK pathways. In addition, Western blot analysis revealed the activation of MAPK after exposure to *trans-*chalcone for 1 h.

## Conclusions

In conclusion, the present results suggest that the mode of action of *trans*-chalcone is related to pronounced changes in fungal metabolism, promoting a shift to lipid metabolism and activating a cross-talk between signaling pathways related to CWI. In addition, we showed that *trans*-chalcone acts on virulence factors such as proteases as well as modulates heat shock proteins. Notwithstanding,we also aware that these interconnections need to be further investigated with association of protein and gene expression profiles.

## Methods

### *Trichophyton rubrum* strain and growth conditions

*Trichophyton rubrum* CBS 118892 was cultured on Sabouraud dextrose agar (Oxoid, Hampshire, England) at 28 °C, as described previously [28]. Conidial suspensions were obtained from 15-day-old plates. The conidial concentration was determined in a Neubauer chamber and approximately 1.6 × 10^6^ conidia were added to 20 mL of liquid Sabouraud and incubated for 72 h at 28 °C under shaking at 150 rpm. The resulting mycelia were incubated under six different conditions: i) control medium (MMNG): Cove’s minimal medium [29] containing 70 mM nitrate (Sigma Aldrich, St. Louis, MO, USA) and 50 mM glucose (Sigma Aldrich); ii) keratin medium (MMK): Cove’s minimal medium supplemented with 0.5% bovine keratin; iii) elastin medium (MME): Cove’s medium supplemented with 0.25% elastin (Sigma Aldrich); iv) MMNG+TChal: MMNG medium containing 0.24 μg/mL of *trans-*chalcone (Sigma Aldrich); v) MMK + TChal: MMK containing 0.24 μg/mL of *trans*-chalcone, and vi) MME + TChal: MME containing 0.24 μg/mL of *trans*-chalcone. The pH of the medium was 5.0 in all conditions and the cultures were incubated for 3, 7, and 14 days at 28 °C under shaking (130 rpm). The concentration of *trans*-chalcone was based on its minimal inhibitory concentration as reported previously [9].

### Total RNA extraction

Total RNA was extracted using the Illustra RNAspin Isolation Kit (GE Healthcare, Little Chalfont, Buckinghamshire, UK) following manufacturer’s instructions. The quality and concentration of the RNA were checked by measuring the OD 260/280 and OD 260/230. RNA degradation was analyzed by microfluidic electrophoresis using Agilent 6000 RNA Nano chips in an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Samples with an RNA integrity number (RIN) ≥ 9.0 were used.

### Microarray hybridization

The gene expression profile of *T. rubrum* grown in each of the six conditions was analyzed using the custom slides of the Agilent 4x44K High Density Oligonucleotide Array, as previously described [10]. About thirty-three nanograms of RNA from each incubation time (3, 7 and 14 days) were pooled for each condition. These pooled RNA from each condition was used as a template to generate double strands of cDNA and cRNA labeled with cyanine (Cy3)-CTP using the Agilent Low Input Amplification Kit (Agilent Technologies, Santa Clara, CA, USA). Complementary RNA hybridization was performed using Agilent’s SureHyb chambers in a rotator oven for 18 h at 60 °C. Two biological replicates were used for each condition. In addition to the functional genes of *T. rubrum*, internal control probes were included on the custom slides. The wash steps of the manufacturer’s protocol were followed.

### Analysis of microarray data

The oligo-mRNA array slides were scanned with a DNA microarray scanner (Agilent Technologies) and the Agilent Feature Extraction 10.5 software [30] was used to extract the hybridization signals. The analysis was performed by pairwise comparison using a moderated t-test algorithm as follows: MMK + TChal x MMK; MME + TChal x MME, MMNG+TChal x MMNG, and MMK + TChal x MME + TChal. The quantitative microarray data were normalized by quantile normalization and were analyzed using the Gene Spring GX 12.6 Bioinformatics Platform (http://www.agilent.com/chem/genespring) according to manufacturer’s instructions. Statistical analysis was performed by ANOVA (*P* < 0.05) using a fold change cut-off ≥5.0 for most conditions, except for MME+ TChal in which a fold change ≥2 was used as cut-off. The Benjamini-Hochberg algorithm was used to calculate the false discovery rate, except for comparison between MME + TChal versus MME, in which Storey’s bootstrapping approach was applied*.* The different statistical parameters employed for MME + TChal versus MME is due to the fewer changes in transcript levels for this comparison*.* Each EST with its corresponding protein-coding gene in the *T. rubrum* genome was mapped using Blastx (e-value 1e-5). In addition, putative annotations were retrieved using Blastx and the biological function of mRNA was assessed through GO terms obtained with BayGO [11]. The genes without any associated GO term were called “unclassified”. The raw data are deposited in the Gene Expression Omnibus (GEO) (www.ncbi.nlm.nih.gov/geo) database under accession number: GSE123979.

### RT-qPCR

The microarray expression data were validated by RT-qPCR using a set of 12 genes (Table 3). The oligonucleotide sequences were retrieved from IDT DNA “primer quest” tool (http://www.idtdna.com/primerquest/Home/Index) The selected genes belongs to main categories modulated by *trans*-chalcone exposure or during *T. rubrum* growth on protein sources. Complementary DNA was synthesized from 1000 ng of total RNA in a 20-μL reaction volume using the RevertAID H Minus First Strand cDNA Synthesis Kit (Fermentas®) according to manufacturer’s instruction. The quantitative RT-PCR experiments were performed in triplicate using the SYBR Taq Ready Mix Kit (Sigma) on an Mx3300 QPCR system (Stratagene), as previously described [8]. The cycling conditions included an initial PCR step at 94 °C for 10 min, followed by 40 cycles of 94 °C for 2 min, 60 °C for 1 min, and 72 °C for 1 min. At the end of each PCR cycle, a dissociation curve was constructed. Expression levels were calculated by the comparative 2^-∆∆Ct^ method [31] using beta-tubulin as normalizer. The reference for validation of the microarray data was Cove’s minimal medium for keratin or elastin comparison and the respective condition without *trans*-chalcone for comparison with the drug-containing medium the cultures for 3, 7, and 14 days at 28 °C under shaking (130 rpm). The results are reported as the mean ± standard deviation of three independent experiments.

**Table 3:** Set of primers used in the qPCR assays

ID	Gene product name	Sequence 5′-3’	bp
TERG_11895	Fatty acid acetyl transferase (Fac)	Fwd: 5’-ATGCGCCATGTTCTGTCTCA-3′ Rev.: 5′- TGGTGAAGCGAACAACGAGA-3’	133
TERG_04809	Extracellular metalloproteinase (Mep 2)	Fwd: 5’- GGCACAAGACCAAGAGACCC-3′ Rev.: 5′- AGGCTTGTTGTCCGAGTCAG −3	145
TERG_06242	Beta-glucan glucosidase	Fwd: 5’- CTCAATGTAGCGGCGGGTAT-3′ Rev.: 5′- CACAAAGACTCGGACCCCAA-3’	114
TERG_05652	Aminopeptidase leucine (LAP1)	Fwd: 5’**-** TCCAGGCTGCCATCAATAC-3′ Rev.: 5′- GAATAGTGGCAATGATGCTGTG-3’	99
TERG_02562	Chitin synthase c	Fwd: 5′-TTGCCGGTCTAGGTGTTTAC-3′ Rev.: 5′-CATGCCTATCTGGGTGGTATATT-3’	101
TERG_00694	Glutamate kinase	Fwd: 5’-ATCCTGATGCTCGGGTTATTG-3′ Rev.: 5′-CCACTATCTTTGAGCCCATACC-3’	111
TERG_04324	Extracellular metalloproteinase (Mep4)	Fwd: 5’-GCATGGACTTATGCTTGCGG-3′ Rev.: 5′-TGGATATCTGGGGAAGGCGA	131
TERG_07136	Farnesyl transferase	F:5’-AGGCGTTTACCTTGATCGATAG-3′ R:5′-GCCATCTCCAACTACACCATTA-3’	91
TERG_01329	Cooper transporter	F: 5’- CTCACGGCCAAAGCTATCA-3′ R:5′- TGATCCAGGCGGTGATATTG-3’	105
TERG_02909	Acyl oxidase	F:5’- TGAGAGAGGCCAGTCCAATA-3′ R:5′- TGCTGAATGAGGGAAAGGATAC-3’	102
TERG_00127	Phospholipase a2	F: 5’- GCCACGAGGATACGACTTTAT-3′ R:5′- ATCAACCTTCTTGCGGTAGTC-3’	106
TERG_02134	Indoleamine-dioxygenase	F:5’- CTGCAGCGTATGCCAATAAAG-3′ R:5′- GAGCAGTGAGATCAGGTAACTC-3’	103
TERG_08613	*Tru*MDR2	F: 5’- GCACTGATCTGCAGCTCGACC-3′ R:5’ CCAACGTCATCCTCCCAGAC-3’	91
TERG_00832	CMGC/MAPK protein kinase (Erk1)	F: 5′- CTTGAAGCCCGGTAACCTATT-3’ R: 5′- CGGTCATATATCCAGCGTTCTC −3’	113
TERG_07904	*Beta-tubulin	F: 5’- AACATGATGGCTGCCACTGA-3′ R: 5′ - AAGATGGCAGAGCAGGTAAGGT-3’	253

*Beta tubulin was described by [32]

### Protein extraction and Western blot analysis of phosphorylated MpkA

In order to assess the phosphorylated status of MpkA, a *T. rubrum* conidial suspension was obtained from 15-day-old Sabouraud agar plates. Approximately 1 × 10^7^ conidia were added to 20 mL of liquid Sabouraud under shaken (130 rpm) for 72 h at 28 °C. The mycelia were transferred to minimal medium (MMNG) supplemented with 0.24 μg/mL of *trans*-chalcone and incubated for 1 h, 1 day and 3 days at 28 °C under shaking. The control was left untreated. After incubation, the mycelia were retrieved and frozen at − 80 °C until use. Prior to use, the mycelia were lyophilized. Total protein was extracted and the mycelia were ground in liquid nitrogen with a mortal and a pestle. About 0.5 mL of lysis buffer described in reference [33] was added to the ground mycelium and submitted to vigorous agitation. The lysis buffer contained 10% (v/v) glycerol, 50 mM Tris-HCl, pH 7.5, 1% (v/v) Triton X-100, 150 mM NaCl, 0.1% (w/v) SDS, 5 mM EDTA, 50 mM NaF, 5 mM sodium pyrophosphate, 50 mM β-glycerophosphate, 5 mM sodium orthovanadate, 1 mM PMSF, and 1X Complete Mini Protease Inhibitor (Roche Applied Science). The samples were kept on ice. The extracts were then centrifuged at 20,000 *g* for 1 h at 4 °C. The supernatants were collected and kept at − 80 °C until use. The total protein concentration was determined by the Hartree method [34]. About 50 μg of protein obtained from each condition was resolved on 12% (w/v) SDS-PAGE [35] and transferred to polyvinylidene difluoride (PVDF) membranes (BioRad) using submerged method according to manufacturer’s instructions.

MAP kinase phosphorylation was examined using anti-phospho p44/42 (9101; Cell Signaling Technologies) and anti-p44/42 (9102; Cell Signaling Technologies) antibodies diluted 1:1000 in TBST buffer containing 5% BSA for 16 h at 4 °C, according to manufacturer’s instructions. The primary antibody was detected with HRP-conjugated secondary antibody raised in rabbit (Thermo Scientific) by incubation for 2 h at room temperature. The γ-tubulin antibody was used as the control of the assay. Chemiluminescent detection was conducted using the ECL Prime Western Blot Detection Reagent (GE HealthCare). The images were generated by exposing the membrane to the ChemiDoc XRS gel imaging system (BioRad). The ImageJ software was used for densiometric analysis.

## Additional file

Additional file 1: **Table S1.** Genes modulated by *Trichophyton rubrum* during growth on protein sources, and after trans-chalcone exposure.

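Table S1 lists for each comparison the identifiers of the modulated genes with their products and the log2 of the fold change, a positive value standing for a higher transcript level than in the reference condition. The paper's table holds 289 genes for keratin and 62 for elastin against MMNG, and 100, 148 and 144 genes for TChal on MMNG, keratin and elastin. Of these, 163, 46, 35, 61 and 52 have positive values. The median absolute log2 value in the paper's table is 2.71 for keratin, 2.88 for elastin and 2.67, 2.61 and 1.21 for TChal on MMNG, keratin and elastin, and the smallest is 2.32, 2.33, 1.76, 2.04 and 1.00. The table pairs its values with gene identifiers only, and not with the EST identifiers of the array's probes. Its genes could thus not be looked up by identifier among the 32157 probes. Only genes tied to a probe by a primer of Table 3 were compared.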

## Abbreviations

CWI: Cell wall Integrity
*fas*: Fatty acid synthase
GEFs: Guanine nucleotide exchange factors
GEO: Gene Expression Omnibus
GO: Gene ontology
MAPK: Mitogen Activated Protein Kinase
MME: Elastin medium
MMETChal: MME containing *trans*-chalcone
MMK: Keratin medium
MMKTChal: MMK containing *trans*-chalcone
MMNG: Cove’s minimal medium containing nitrate and glucose
MMNG+TChal: MMNG medium containing *trans-*chalcone
PKC: protein kinase C
RT-PCR: *Reverse Transcription PCR*
TCA: Tricarboxylic acid

# Supplementary material for: Trans-chalcone activity against Trichophyton rubrum relies on an interplay between signaling pathways related to cell wall integrity and fatty acid metabolism
**Source:** BMC Genomics. 2019 May 22;20:411. doi: 10.1186/s12864-019-5792-0
**Supplement:** Supplementary file 1 — Table S1. Genes modulated by Trichophyton rubrum during growth on protein sources, and after trans-chalcone exposure.

**Additional file 1: Table S1** Genes modulated by *Trichophyton rubrum* during growth on protein sources, and after trans-chalcone exposure

How the deposited data were processed for this re-analysis (not part of the article)

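Expression was measured with 1-colour (Cy3) Agilent custom oligonucleotide arrays in *T. rubrum* grown on glucose and nitrate (MMNG), keratin (MMK) or elastin (MME), each with and without *trans*-chalcone (TChal), from RNA of days 3, 7 and 14 pooled before labelling. The labels of the deposited arrays give 3 arrays of MMNG, MMK and MMK+TChal and 2 arrays of MME, MMNG+TChal and MME+TChal, 15 in all. The methods state 2 biological replicates per condition. They do not identify them, and all 15 arrays were used.

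The authors extracted the signals with Agilent's Feature Extraction, and the deposited file of each array gives the processed signal of every spot as an intensity on a linear scale. The authors' software had subtracted a spatial background surface and replaced small or negative values by surrogates. The deposited files also give the multiplicative detrending factor of each spot, a ratio by which the authors' software had divided its signal. The authors also deposited each spot's mean pixel intensity, the median intensity of its local background and the marks set by the software, which have no unit. The file headers name Feature Extraction 10.7.1.1 with protocol GE1_107_Sep09, where the methods name an earlier version. No normalization between arrays had been applied. The series' table of values equals the processed signal on all 45220 spots of each array, so that no other version of the values was available for comparison.

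Of the 45220 spots, 43803 were not controls. They belong to 32157 probes, each with an EST identifier of its own, of which 21428 were spotted once, 10647 were spotted 2 times and 82 were spotted 13 or 14 times. None of the EST identifiers was found in the reference table of 8713 *T. rubrum* genes, and the paper's Table S1 gives gene identifiers only. The probe is therefore the unit of every test and count. The paper counts genes, so that its counts and those given here are not on the same scale. Probes were tied to genes of Table 3 where at least 15 bases of a primer lay in the 60-base probe, in the sense direction. This minimum was set after the lengths of the matches were seen. It tied 6 probes to 5 of the 15 genes. Table 2 names 3 ESTs, which have probes of their own. The other genes of Tables 1 to 3, the heat shock genes named in the text and tests of functional groups were not analysed here, for want of a table that pairs probes with genes. The RT-qPCR and Western blot experiments have no deposited arrays and were not used here.

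Spots marked as non-uniform or as population outliers were set missing. The spots of a probe were averaged, taken to the log2 scale and quantile normalized over the 15 arrays, as the methods state quantile normalization. A probe counted as well above background on an array where at least 50% of its unmarked spots did. It entered a comparison if it was well above background on every array of at least 1 of the compared groups and had values on at least 2 arrays of each group, or on the only array of a group left with 1. Where a probe was not well above background on any array of a group, the lowest value that was well above background on each array replaced any value below it. The change is then given as at least that large, and as measured where no value was replaced. Some probes were not well above background at higher values, so that these limits are not strict.

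Comparisons were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), each on its own arrays, and files were read with data.table 1.17.8. The methods state both a moderated test and an analysis of variance. limma's moderated test was the main one, and an ordinary test of both groups without moderation, called the unmoderated test here, was an alternative. Probes were called at a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 5 in either direction. For MME+TChal against MME, Storey's q with the bootstrap estimate of the share of unchanged probes, below 0.05, and a fold change of at least 2 were used, as in the methods. Comparisons were MMK and MME against MMNG, MMK against MME, each medium with TChal against the same medium without, and MMK+TChal against MME+TChal. Differences of the TChal effect between media were tested as contrasts in a single fit of all 6 groups, at an adjusted p below 0.05 with no fold change required. Relations between comparisons are given as Pearson's r and Spearman's rho across probes, which are not independent replicates, beside 20 simulated draws of unchanged groups that share the same arrays.

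The named probes follow a rule written beforehand: every gene of Tables 1 to 3 or of the text that could be tied to a probe, whose values in the paper's tables had been seen, and the 3 probes with the largest rise and the 3 with the largest fall among those called in each comparison with no overlap between the arrays of both groups. Since the files do not pair these probes with genes, the text names only the first of each 3.

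The alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50, no filter on dim probes, all 6 groups in a single fit, blocks for replicate number, slide and scan (random where no slide or scan held both groups), a fold change of at least 2 in place of 5 and the reverse, Storey's q in place of Benjamini-Hochberg adjustment and the reverse, no adjustment, the unmoderated test, and leaving out each array in turn. The normexp setting started from the mean pixel intensities and the local background, and thus also left out the spatial background surface and the detrending. Its offset of 50 makes the fold changes of dim probes smaller by construction. With an array left out, the lone array of a group is assumed to vary like those of the other group. Leaving out the 2 arrays of poorest quality together and undoing the detrending were added after the data were seen. Summarizing probes to genes could not be tested, since no file pairs them with genes. With 1 probe per EST, other ways of summarizing return the same values by construction.

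The pipeline was tested on simulated data in which 200 probes were changed by 4 on the log2 scale with the noise of these arrays. Of these, 89.5% were called in the design of keratin against MMNG, 70% in that of elastin against MMNG, and 82%, 88% and 44% in those of TChal on MMNG, keratin and elastin. Between 0 and 8 unchanged probes were called, and no called change had the wrong sign. The precision is limited by 2 or 3 arrays per condition and by the signal over background, which was lowest on MMK replicate 3. No spot was saturated.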

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

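For the differences of the TChal effect between media, MMK replicate 3 and the slides of the elastin arrays were chosen as possible causes to test only after the result was seen. The slides for keratin and MMNG were not. The refit without MMK replicate 3 was itself among the alternatives set before the data were examined.

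The effect of TChal differed between keratin and MMNG for 844 probes at an adjusted p below 0.05 from limma's contrast in a single fit of all 6 groups. It was more positive on keratin for 559 of them and more negative for 285. The result stands out because the response to 1 treatment differed between growth media by a test of the difference itself. Both media have arrays with and without TChal on the same slides, so that the slide could enter as a block in a fit of these 4 groups. In that fit 397 of 26261 probes differed with the block and 172 without it, which argues against slide and scan as the whole cause. The 844 also depends on the pooling of groups. The single fit takes 1 spread per probe from all 6 groups, among them the elastin arrays, whose replicates differed less than those of MMK. The counts for the other pairs of media below come from the same single fit. Without MMK replicate 3, the dimmest array, 4859 probes differed, which argues against that array as the cause. The number rests on single arrays all the same: it was 500 without MMNG replicate 2, 172 and 163 without MMNG+TChal replicates 1 and 2, and 280, 279 and 523 without MMK+TChal replicates 1, 2 and 3. It was 117 with normexp background correction and 107 with the detrending undone, so that the treatment of background and spatial trends may account for part of it. What stays open is a response of the fungus to TChal that depends on the carbon and nitrogen source, which these arrays cannot separate from other differences between the cultures.

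Between elastin and MMNG the effect of TChal differed for 96 probes by the same test, more positive on elastin for 55 and more negative for 41. The number of slides that hold both MME and MME+TChal arrays is 0, so that the medium and the slide cannot be told apart for this difference. The number of probes was 34 without MMNG replicate 2, 12 and 13 without MME replicates 1 and 2, 18 and 13 without MMNG+TChal replicates 1 and 2, and 17 and 13 without MME+TChal replicates 1 and 2. It was 12 with normexp background correction, 4 more positive and 8 more negative. Without MMNG replicate 2 the split was 14 and 20, and without MMNG replicate 1 it was 43 and 43. Scaling to the 75th percentile (97 and 57) and no filter on dim probes (39 and 30) kept the majority of positive differences. This majority thus did not hold in all settings. A biological difference between the media was not tested apart from the slide.

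Between keratin and elastin the effect of TChal differed for 865 probes, more positive on keratin for 526 and more negative for 339. With scaling to the 75th percentile 1346 differed, 671 more positive and 675 more negative, so that the majority of positive differences did not hold. Without MMK replicate 3, 4980 probes differed, which argues against that array as the cause. Since 0 slides hold both MME and MME+TChal arrays, the medium and the slide cannot be told apart here either. The number was 137 and 149 without MME replicates 1 and 2, 355, 288 and 545 without MMK+TChal replicates 1, 2 and 3, and 197 and 180 without MME+TChal replicates 1 and 2. With normexp background correction it was 92. A dependence of the response on the protein source stays open and untested.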

How the results depend on the processing

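Leaving out the 2 arrays of poorest quality together (MMK replicate 3 and MMNG replicate 1) and undoing the detrending of the arrays were chosen only after the results were seen. All other alternatives were set before the data were examined. Counts are of called probes.

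The arrays of both groups did not overlap for any called probe, so that leaving out an array or changing the test could not turn its direction. Scaling to the 75th percentile, normexp background correction and undoing the detrending change the values themselves. With these, 100% of the called probes kept their direction on keratin, on elastin, under TChal on MMNG, under TChal on keratin and in MMK+TChal against MME+TChal. Under TChal on elastin 716 of 725 did with normexp background correction, or 98.8%, and all 725 with the other settings. Between 42.7% and 63.1% of the called probes also kept the required fold change in the refit that kept fewest, depending on the comparison. The lists of calls did not hold: in each of these comparisons except MMK+TChal against MME+TChal, at least 1 refit called 0 of the probes. In that comparison at least 290 of the 555 probes were called again. Over 30 pairs of a named probe and a comparison, 324 refits gave the same call and direction in 223 cases, lost the call in 93 and gained one in 8, and reversed a called change in 0.

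Scaling to the 75th percentile in place of quantile normalization gave 17 probes for keratin against elastin, where quantile normalization with limma gave 0 (867 at an unadjusted p below 0.05). It moved Pearson's r between TChal on MMNG and on keratin to 0.188 and that between TChal on keratin and on elastin to -0.0752. The number of probes with a different TChal effect on elastin and MMNG became 154, and that on keratin and elastin became 1346. It left the other counts within 1.5 times of the main ones. The cause was not tested.

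With normexp background correction, 71 probes were called on keratin, 0 on elastin with limma (101 at an unadjusted p below 0.05), 0 under TChal on MMNG with limma (95 unadjusted), 88 under TChal on keratin, 346 under TChal on elastin and 304 in MMK+TChal against MME+TChal. It left 0 in both protein sources and 2 in more than 1 medium under TChal. The size of the TChal response on elastin, as the median absolute log2 fold change, became 0.18. The r between keratin and elastin became 0.637, and that between TChal on MMNG and on keratin was reversed at -0.0518. That between TChal on MMNG and on elastin became -0.0823, its main value having no clear direction. The TChal effect differed for 117 probes between keratin and MMNG, 12 between elastin and MMNG and 92 between keratin and elastin. The cause was not tested. Since this setting also left out the detrending and added an offset, its changes cannot be credited to background correction alone.

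With no filter on dim probes limma called 0 under TChal on MMNG (205 unadjusted), 5 probes were called in more than 1 medium, and r between TChal on MMNG and on keratin became 0.0936. A single fit of all 6 groups called 2328 on keratin, 975 for keratin against elastin, 803 under TChal on keratin, 0 under TChal on elastin with limma (384 unadjusted) and 14 in more than 1 medium. The cause was not tested for either setting.

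With the replicate number as a block, limma called 61 on keratin, 0 on elastin (466 unadjusted), 665 for keratin against elastin, 0 under TChal on MMNG (219 unadjusted) and 0 under TChal on keratin (878 unadjusted), which left 0 in both protein sources and 0 in more than 1 medium. Whether replicates of like number were pairs was tested by the correlation of their deviations across probes. Among comparisons with 3 pairs, in none were all above 0.1, with 0.109, 0.0335 and 0.175 for TChal on keratin. With 2 pairs both values are equal by construction, at 0.266 for TChal on elastin, and pairing stays open. With the slide as a block it called 0 on keratin (2111 unadjusted), 0 on elastin (147 unadjusted), 0 under TChal on MMNG (205 unadjusted) and 356 under TChal on keratin. With the scan as a block it called 1280 on keratin, 0 on elastin (147 unadjusted), 0 under TChal on MMNG (205 unadjusted) and 356 under TChal on keratin. The cause was not tested. On keratin the slide was a random block, since no slide held both groups. Keratin against elastin, with a random block for slide or scan, stayed at 0 with limma (608 unadjusted). TChal on elastin could not be fitted with a block for slide or scan, since each group lay on a slide of its own.

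Other limits changed the counts by their construction. At a fold change of at least 2, 1237 probes were called on keratin, 185 on elastin, 598 under TChal on MMNG, 293 under TChal on keratin and 4886 in MMK+TChal against MME+TChal, while at a fold change of at least 5, 6 were called under TChal on elastin. With Storey's q in place of Benjamini-Hochberg adjustment, 1626 were called on keratin, 206 for keratin against elastin and 310 under TChal on keratin. Without adjustment 2073 were called on keratin, 224 on elastin, 867 for keratin against elastin, 787 under TChal on keratin, 116 in both protein sources and 69 in more than 1 medium. The unmoderated test called 283 on keratin, 0 on elastin (199 without adjustment), 87 for keratin against elastin, 11 under TChal on MMNG, 1 under TChal on elastin, 0 in both protein sources (105 without adjustment) and 1 in more than 1 medium. Without adjustment the unmoderated test called 1361 on keratin, 199 on elastin, 578 for keratin against elastin and 510 under TChal on keratin.

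Leaving out the 2 arrays of poorest quality together, a setting chosen after the data were seen, called 696 for keratin against elastin, 373 under TChal on keratin, 107 in both protein sources and 69 in more than 1 medium. The r between keratin and TChal on keratin became -0.536, that between TChal on MMNG and on keratin 0.278 and that between TChal on keratin and on elastin -0.0743. The TChal effect differed for 7357 probes between keratin and MMNG, 3859 between elastin and MMNG and 8608 between keratin and elastin. Undoing the detrending, also chosen after the data were seen, called 44 on keratin, 0 on elastin with limma (218 unadjusted), 0 under TChal on MMNG with limma (184 unadjusted), 0 in both protein sources and 5 in more than 1 medium. The size of the TChal response on MMNG, as the median absolute log2 fold change, became 0.56. The r between keratin and elastin became 0.637, that between elastin and TChal on elastin -0.172, and that between TChal on MMNG and on elastin -0.116. The r between TChal on MMNG and on keratin was reversed at -0.0250. That between TChal on keratin and on elastin became 0.0254, its main value having no clear direction. The TChal effect differed for 107 probes between keratin and MMNG, 0 between elastin and MMNG with limma's contrast and 36 between keratin and elastin. The cause was not tested for either setting.

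With each array left out in turn, the keratin count lay between 0 and 1108. It was 22, 0 and 34 without MMNG replicates 1, 2 and 3 (1576 unadjusted without replicate 2), and 78, 81 and 1108 without MMK replicates 1, 2 and 3 (3056, 3037 and 1287 unadjusted). The elastin count lay between 0 and 177, with 177 without MMNG replicate 1 and 0 with limma without MMNG replicate 2, MMNG replicate 3, MME replicate 1 or MME replicate 2 (264, 418, 201 and 218 unadjusted). Keratin against elastin lay between 0 and 696, with 696 without MMK replicate 3 and 0 with limma without MMK replicate 1, MMK replicate 2, MME replicate 1 or MME replicate 2 (1094, 1013, 484 and 555 unadjusted). TChal on MMNG lay between 0 and 136, with 136 without MMNG replicate 1 and 0 with limma without MMNG replicate 2, MMNG replicate 3, MMNG+TChal replicate 1 or MMNG+TChal replicate 2 (205, 205, 213 and 189 unadjusted). TChal on keratin lay between 0 and 373, with 28, 30 and 373 without MMK replicates 1, 2 and 3 and 0 with limma without MMK+TChal replicates 1, 2 and 3 (467, 517 and 677 unadjusted). TChal on elastin lay between 0 and 1148, with 0 without MME replicate 1 (832 unadjusted), 28 without MME replicate 2, 983 without MME+TChal replicate 1 and 1148 without MME+TChal replicate 2. MMK+TChal against MME+TChal lay between 519 and 668. The number in both protein sources lay between 0 and 72, with 12, 0 and 0 without MMNG replicates 1, 2 and 3, 23, 26 and 72 without MMK replicates 1, 2 and 3, and 0 without either MME array. That in more than 1 medium lay between 6 and 64, with 6 without MMNG replicate 2, MMNG replicate 3 or either MMNG+TChal array, 22 without MMK replicate 1 or 2 or any MMK+TChal array, 64 without MMK replicate 3, and 12 and 13 without MME replicates 1 and 2. Fewer arrays leave less to test with, but without MMK replicate 3 more probes were called on keratin, for keratin against elastin and under TChal on keratin.

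With each array left out in turn, the median absolute log2 fold change of TChal lay between 0.31 and 0.43 on MMNG, 0.47 and 0.86 on keratin and 0.24 and 0.27 on elastin. The r lay between 0.523 and 0.630 for keratin and elastin, -0.831 and -0.527 for keratin and TChal on keratin (-0.527 without MMK replicate 3), -0.148 and -0.0521 for elastin and TChal on elastin, 0.113 and 0.226 for TChal on MMNG and on keratin, -0.0512 and 0.0374 for TChal on MMNG and on elastin, and -0.0743 and 0.0172 for TChal on keratin and on elastin. The last 2 changed sign within these ranges, on values close to 0. The number of probes with a different TChal effect lay between 163 and 4859 for keratin and MMNG. It was 500 without MMNG replicate 2, 4859 without MMK replicate 3, 172 and 163 without MMNG+TChal replicates 1 and 2, and 280, 279 and 523 without MMK+TChal replicates 1, 2 and 3. For elastin and MMNG it lay between 12 and 86, with 34 without MMNG replicate 2, 12 and 13 without MME replicates 1 and 2, 18 and 13 without MMNG+TChal replicates 1 and 2, and 17 and 13 without MME+TChal replicates 1 and 2. For keratin and elastin it lay between 137 and 4980, with 4980 without MMK replicate 3, 137 and 149 without MME replicates 1 and 2, 355, 288 and 545 without MMK+TChal replicates 1, 2 and 3, and 197 and 180 without MME+TChal replicates 1 and 2.

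Signal over background limits the probes near the floor. On MMK replicate 3, 28.3% of the spots carried surrogate values and on MMNG replicate 1, 21.9%. Since each probe stands for 1 EST, taking the probe with the highest mean or each probe on its own gave the main values, as did the series' table of values. Tests of functional groups were not run.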

Differences from the paper's values

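The paper counts genes and the values here count probes of ESTs, so that counts are not on the same scale, and the paper states 2 biological replicates per condition where all 15 arrays were used here. The alternatives named below were set before the data were examined unless stated otherwise.

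The paper's count on keratin is 290 genes, and 778 probes were called here. The unmoderated test, with 283 probes, comes within 1.5 times of the paper's value. The other alternatives do not: scaling to the 75th percentile, normexp background correction, no filter on dim probes, a single fit of all groups, each block, each array left out, the other limit on fold change, Storey's q, no adjustment, and the unmoderated test without adjustment. On elastin the paper's count is 62 genes and 118 probes were called, and none of the same alternatives comes within 1.5 times. For TChal on elastin the paper's count is 145 genes and 725 probes were called, and none of its alternatives comes within 1.5 times. For the sum over the TChal comparisons the paper's value is 393 genes and the value here is 999 probes. With normexp background correction it is 434, within 1.5 times, and with the other alternatives it is not.

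Of the genes in the paper's Table S1 for TChal on MMNG, 35% were higher, and here 22.2% of the called probes were. The share comes within 1.5 times with all groups in a single fit (25.9%), the other limit on fold change (37.8%), Storey's q (24.4%), no adjustment (30.8%) and the unmoderated test without adjustment (25.7%). With scaling to the 75th percentile, without MMNG replicate 1 and with the unmoderated test it does not. Fig. 1d of the paper shows more higher than lower genes in this comparison, while its Table S1 and the probes here hold more lower ones. For TChal on keratin the paper's share is 41.22%, and here it is 68.2%. It comes within 1.5 times with scaling to the 75th percentile (60.2%), a single fit (53.8%), the slide or the scan as a block (50.6%), without MMK replicate 3 (50.9%), the other limit on fold change (57.0%), Storey's q (60.3%), no adjustment (51.5%) and the unmoderated test without adjustment (53.3%). It does not with normexp background correction, no filter on dim probes, without MMK replicate 1, without MMK replicate 2 and with the unmoderated test. In the paper's table the majority of these genes are lower, and in each of these settings the majority of called probes are higher.

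The paper's Table S1 holds 36 genes in both protein sources, and 61 probes were called in both. The number is 47 with no filter on dim probes and 26 without MMK replicate 2, both within 1.5 times of the paper's value. The other alternatives do not come within it.

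For farnesyltransferase (TERG_07136) the paper's Table S1 gives log2 values of -2.426 for TChal on MMNG and -3.2165 for TChal on keratin. On MMNG the probes tied to it changed by 0.13 (EL785979.1) and 0.73 (EL786480.1), and on keratin by -0.88 (EL785979.1) and -1.87 (EL786480.1). These differ from the paper's values under each alternative that gave a value, which for EL786480.1 were 2 on MMNG and 3 on keratin among the planned ones. Fig. 4B also shows lower transcript levels in both media. EL785979.1 and EL786480.1 need not be the probes behind the paper's values. For the copper transporter (TERG_01329) on elastin the paper's value is -1.7722 and that of DW680975.1 is -1.50, a difference larger than the SD between arrays under each alternative that gave a value. Both values are lower with TChal, and on MMNG the same probe rose by 2.89, with 2.7447 as the paper's value.

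The paper's tables list some items as modulated that were not called here. For leucine aminopeptidase 1 on elastin the paper's log2 value is 3.0096. EL789868.1 changed by 2.67, within the SD of 0.51 between the MMNG arrays and about its standard error of 0.34 from that value. It was called with scaling to the 75th percentile, with all groups in a single fit and without MMNG replicate 1, and also without the 2 arrays of poorest quality, a setting chosen after the values were seen. That setting drops 0 of the 2 calls it refits among the named items that the paper also lists, leucine aminopeptidase 1 on keratin and the copper transporter on MMNG. For enoyl reductase the paper's fold change is 4.09, and DW707302.1 was at least 2.21-fold higher and was called with no filter on dim probes and without MME+TChal replicate 1. For adenylsuccinate lyase the paper's fold change is -15.01, and DW687355.1 was at least 9.77-fold lower with all arrays. It was at least 5.49-fold lower and was called without MMK replicate 3, and was called also without the 2 arrays of poorest quality, which was chosen after the values were seen. The paper also lists citrate synthase and the fatty acid acetyl transferase as lower with TChal on MMNG. Their probes did not enter the comparison here, and no setting called them.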

Other observations

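No test in this part was chosen only after its result was seen, although MMK replicate 3 and MMNG replicate 1 were singled out after the quality of the arrays was known.

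For keratin against MMNG and for TChal on keratin, with 3 arrays in each group, the arrays were also split in every other way into groups of 3. As many called probes as in the real split were found in 1 of 10 splits for each comparison, the real one. The other splits gave fewer called probes, but 10 splits are too few for this test to exclude chance.

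More probes were called on keratin than on elastin. With a single MMK array left out, so that both sources had 2 arrays, the lowest keratin count was 78 (without MMK replicate 1), and it was 81 without MMK replicate 2 and 1108 without MMK replicate 3, against 118 on elastin. Without adjustment 3056, 3037 and 1287 probes reached the fold change, against 224 on elastin. The number of arrays may therefore account for the difference with some pairs of MMK arrays and not with another, and it stays open beside a biological difference between the sources, which the design names.

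The TChal changes on elastin lie between arrays of different slides. If the slide were the cause, they would follow the differences between slides inside other groups. Across probes, which are not independent replicates, their r was -0.0626 with the difference between slides 4 and 3 inside MMK+TChal. It was 0.188 with the difference between slides 1 and 2 inside MMNG, and 0.236 with MMNG replicate 2 less replicate 3. Of the called probes, 45.6% moved the same way as the difference inside MMK+TChal and 68.2% as that between slides inside MMNG. The r inside MMK+TChal and inside MMNG have opposite signs. Each pairs a slide of the elastin arrays with another slide, so that the slide and TChal cannot be told apart on elastin. The TChal changes on keratin were larger than on elastin also without MMK replicate 3, with a median absolute log2 fold change of 0.47 against 0.24. This argues against that dim array as the cause. The slides of the elastin arrays stay open, as does a biological difference.

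The log2 fold changes on keratin and those of TChal on keratin ran opposite across probes, with a Pearson's r of -0.759 and a Spearman's rho of -0.770. The comparisons share the MMK arrays, and simulated unchanged groups that share them gave an r between -0.878 and -0.863. With MMK replicate 1 in the first comparison and MMK replicate 2 in the second, so that no array was shared, r was -0.480, and with both exchanged it was -0.455. Simulated groups without a shared array stayed within 0.0152 of 0. This argues against the shared arrays as the whole cause. MMK replicates 1 and 2 lay on the same slide, so that an error common to both stays open. A candidate explanation is that TChal reverses part of the change on keratin, which is a hypothesis found and tested on the same data. With MMK replicate 3 left out the r with shared arrays was -0.527. On elastin the corresponding r was -0.0933 (rho -0.131), with simulated values between -0.126 and -0.103, and without shared arrays it was -0.0719 and -0.0475.

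MMK replicate 3 stood apart from the other MMK arrays. Its r across probes was 0.843 with their mean and at most 0.805 with the mean of any other condition, which argues against a swap with another condition of this series, while a sample from outside it stays open. Its median absolute log2 difference from the other MMK arrays was 1.58 among the dimmest of 3 equal sets of probes, 1.49 among the middle set and 1.01 among the brightest. The order goes with its low signal. The difference among the brightest probes is larger than the 0.13 between the other MMK arrays over all probes, which was not split by brightness. Low signal alone may thus not explain it. A difference between the cultures was not tested.

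MMNG replicate 1 had detrending factors from 0.0155 to 2.98. Its median absolute log2 difference from the other MMNG arrays was 0.54 as deposited and 1.47 with the detrending undone, against 0.31 between MMNG replicates 2 and 3. This argues against the detrending as the cause of its distance, since the correction brought the array closer to the others. No biological explanation was tested.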
